# Transcriptomic profiling of three-dimensional cholangiocyte spheroids long term exposed to repetitive *Clonorchis sinensis* excretory-secretory products

**DOI:** 10.1186/s13071-021-04717-2

**Published:** 2021-04-20

**Authors:** Jung-Woong Kim, Junyeong Yi, Jinhong Park, Ji Hoon Jeong, Jinho Kim, Jihee Won, Seok Chung, Tong-Soo Kim, Jhang Ho Pak

**Keywords:** *Clonorchis sinensis* infection, Excretory-secretory products, Three-dimensional, Cholangiocyte spheroids, Transcriptomic profiling, Microarray, RNA-Seq

## Abstract

**Background:**

Biliary tract infection with the carcinogenic human liver fluke, *Clonorchis sinensis*, provokes chronic inflammation, epithelial hyperplasia, periductal fibrosis, and even cholangiocarcinoma. Complications are proportional to the intensity and duration of the infection. In addition to mechanical irritation of the biliary epithelia from worms, their excretory-secretory products (ESPs) cause chemical irritation, which leads to inflammation, proliferation, and free radical generation.

**Methods:**

A three-dimensional *in vitro* cholangiocyte spheroid culture model was established, followed by ESP treatment. This allowed us to examine the intrinsic pathological mechanisms of clonorchiasis via the imitation of prolonged and repetitive *in vivo* infection.

**Results:**

Microarray and RNA-Seq analysis revealed that ESP-treated cholangiocyte H69 spheroids displayed global changes in gene expression compared to untreated spheroids. In ESP-treated H69 spheroids, 185 and 63 probes were found to be significantly upregulated and downregulated, respectively, corresponding to 209 genes (*p* < 0.01, fold change > 2). RNA-Seq was performed for the validation of the microarray results, and the gene expression patterns in both transcriptome platforms were well matched for 209 significant genes. Gene ontology analysis demonstrated that differentially expressed genes were mainly classified into immune system processes, the extracellular region, and the extracellular matrix. Among the upregulated genes, four genes (*XAF1*, *TRIM22*, *CXCL10*, and *BST2*) were selected for confirmation using quantitative RT-PCR, resulting in 100% similar expression patterns in microarray and RNA-Seq.

**Conclusions:**

These findings broaden our understanding of the pathological pathways of liver fluke-associated hepatobiliary disorders and suggest a novel therapeutic strategy for this infectious cancer.

**Graphic abstract:**

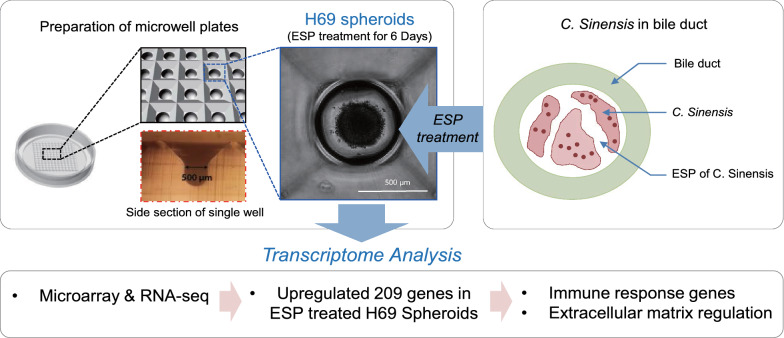

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13071-021-04717-2.

## Background

Cholangiocarcinoma (CCA) arises from transdifferentiation and subsequent neoplastic conversion of normal cholangiocytes into malignant cells in the epithelial lining of the biliary tract. Malignant transformation of cholangiocytes is characterized as uncontrolled growth and high capacity of tissue invasiveness/metastasis [1]. Although poorly defined in detail, the molecular mechanism of cholangiocarcinogenesis is proposed as a multistep process: chronic inflammation of the bile ducts, cholangiocyte damage associated with reactive cell proliferation, consequent increases in genetic mutations and epigenetic changes, and dysregulation of apoptosis and neoangiogenesis [1]. The established risk factors for CCA include primary sclerosing cholangitis, hepatolithiasis, and choledochal cystic disease. Another critical factor is infection with liver flukes (*Opisthorchis viverrini* or *Clonorchis sinensis*), which accounts for the majority of cases of CCA in Southeast Asian countries [2, 3]. These liver flukes have been classified as definite biological carcinogens by the International Agency for Research on Cancer [4].

Proposed carcinogenic mechanisms associated with chronic liver fluke infection include mechanical injury to bile duct epithelia caused by the activities of worms, immunopathological changes due to infection-related inflammation, including secondary bacterial infection, and the pathological effects of their excretory-secretory products (ESPs), which consist of a complex mixture of proteins and other metabolites [5]. These combined physical and chemical irritations provoke inflammation, adenomatous hyperplasia, goblet cell metaplasia, periductal fibrosis, and granuloma formation, all of which contribute to malignant transformation and create vulnerability to a tumorigenic environment [6, 7].

During infection, liver flukes continuously release ESPs from the tegument and excretory openings into the bile ducts and surrounding liver tissues of the host. Cells exposed to *C. sinensis* ESPs have been used to examine the pathological processes and dysregulation that occur in infected animal models. For example, ESPs promoted proliferation via upregulation of cell cycle proteins in HEK293 cells [8] and stimulated inflammation in human CCA cells (HuCCT1) with enzymetically generated free radicals in an NF-κB-dependent manner [9]. Differential transcriptional and proteomic profiling of ESP-treated HuCCT1 cells showed that regulated genes and proteins were involved in apoptosis, carcinogenesis, metabolism, redox homeostasis, and signal transduction, demonstrating the multiple roles of ESPs in the pathological processes of host cells [10, 11]. Moreover, differential profiling of cancer-related microRNA (miRNA) expression revealed that miRNAs involved in cell proliferation and inhibition of tumor suppression were dysregulated in both CCA cells and normal cholangiocytes exposed to ESPs, indicating common ESP-responsive pathological signal cascades in both cancerous and non-cancerous bile duct epithelial cells [12].

Spheroids are self-assembled spherical clusters of cell colonies and can help span the experimental gap between monolayer cell lines and 3-dimensional organoids. The self-aggregated three-dimensional structure facilitates cell-cell and cell-matrix interactions and prevents dedifferentiation. Spheroid-based culture systems have been used for numerous applications, including tissue engineering, stem cell research, disease modeling, and as drug screening platforms [13]. Compared to traditional monolayer cell culture, multicellular spheroids better resemble native tissues in the context of structural and functional characteristics, representing conditions similar to that in an *in vivo* microenvironment [13, 14]. Multicellular tumor spheroids generated from a broad range of cancer cell lines have been reported to be highly organized tissue-like structures with homogeneous size distribution and reproducibility [15, 16]. Primary hepatocyte spheroids from rats and humans have been developed to restore liver tissue formation with metabolic functions over extended periods of long-term culture [17, 18], suggesting that the three-dimensional spheroid system is suitable for chronic hepatic abnormality studies. Moreover, it has been reported that long-term cultured spheroids generated from normal and diseased human cholangiocytes morphologically and biochemically resemble bona fide bile ducts, useful for studying various types of chronic cholangiopathic progress [19]. It is, therefore, of interest to apply these cholangiocyte spheroids to the development of *in vitro* clonorchiasis, which assimilates natural *C. sinensis* infection.

To better understand the pathological mechanisms underlying the progression and etiology of chronic clonorchiasis-associated hepatobiliary disorders, we mimicked aspects of prolonged *C. sinensis* infection by repeatedly and continuously treating human cholangiocyte spheroids with *C.* *sinensis* ESPs and assessed the time-dependent gene regulation. Utilizing microarrays containing 47,323 probes for human complementary DNAs (cDNAs) of known function and validating them with RNA-Seq, we analyzed the differential expression patterns of the transcriptomes in response to ESPs.

## Methods

### Materials

Cell culture medium components were purchased from Life Technologies (Grand Island, NY, USA) unless otherwise indicated. Polyclonal antibodies against cytokeratin 19 (Ck-19) and Ki-67 were purchased from Abcam (Cambridge, UK). All other chemicals (biotechnology grade) were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Human cholangiocyte (H69) culture

The H69 cells between the 25th and 30th passage were maintained in Dulbecco’s Modified Eagle Medium (DMEM): DMEM/F12 (1:1) containing 10% FBS, an antibiotic mixture, 1.8 × 10^−4^ M of adenine, 5 μg/ml of insulin, 5.5 × 10^−6^ M of epinephrine, 2 × 10^−9^ M of triiodothyronine, 5 μg/mL of transferrin, 1.64 × 10^−6^ M of epidermal growth factor (EGF), and 1.1 × 10^−6^ M of hydrocortisone. Cells were cultured at 37 °C in a humidified 5% CO_2_ incubator.

### Ethics statement

Animal care and experimental procedures were performed in compliance with the national guidelines outlined by the Korean Laboratory Animal Act (no. KCDC-122-14-2A) of the Korean Center for Disease Control and Prevention (KCDC). The KCDC-Institutional Animal Care and Use Committee (KCDC-IA-CUC) ethics committee reviewed and approved the ESP preparation protocols (approval identification number, KCDC-003-11). New Zealand albino rabbits (male, 10 weeks old) were infected with ~ 250 metacercariae twice (with an interval of 1 week) via intragastric intubation. After 12 weeks, *C. sinensis* adult worms were collected from sacrificed rabbit livers for the preparation of ESPs.

### Preparation of ESPs

The ESPs from *C. sinensis* adult worms were prepared as previously described [9]. In brief, adult worms were recovered from bile ducts and washed several times with cold phosphate-buffered saline (PBS) to remove any host contaminants. Five fresh worms were cultured in 1 ml of prewarmed PBS containing antibiotic mixture and protease inhibitor cocktail (Sigma-Aldrich) for 3 h at 37 °C in a 5% CO_2_ incubator. The culture fluid was then pooled, centrifuged, concentrated with a Centriprep YM-10 filter unit (Merck Millipore, Billerica, MA, USA), and filtered through a sterile 20-μm syringe membrane. Even though these ESPs contained small sizes of peptides with < 10 kDa (Additional file 1: Figure S1), small peptides functionally important for the host interaction might be still excluded during the filtering process. The protein concentration of the ESPs was measured using DC Protein Assays (Bio-Rad, Hercules, CA, USA). ESP aliquots were stored at − 80 °C until use.

### Cell seeding in three-dimensional SpheroFilm and ESP treatment

SpheroFilm microwells were obtained from InCyto Co. (Chonan, Korea). The SpheroFilm was placed at the bottom of 60-mm culture dish (Falcon, Corning, NY, USA). Before cell seeding, 100% ethanol was added to the plate and repeatedly pipetted to remove air bubbles from the wells. Once the ethanol was removed, the wells were washed with PBS and then incubated with complete culture medium at 37 °C in 5% CO_2_ for 24 h. The cells were detached from the culture dish with 0.05% trypsin/EDTA solution, counted, and adjusted to 1 × 10^6^ cells/ml. The cell suspension was poured into SpheroFilm microwells and plated on the culture dish, and the culture dish was centrifuged at 100×*g* for 3 min to settle the cells inside each section of the microwell. After cell seeding, the culture dish was washed to prevent remaining cells outside the microwells from adhering and growing. The spheroid in each microwell was fully formed at day 5 of the culture period. Fully formed spheroids were incubated with serum-/EGF-free culture (conditional) medium for 24 h before ESP treatment. ESPs at a concentration of 4 μg/ml were added into the medium, and the culture medium containing ESPs was changed every 2 days, as described for previous ESP-treated H69 three-dimensional culture [20]. Approximately 50 spheroids were harvested at 5 and 10 days after ESP treatment for extraction of total RNA.

### Immunocytochemical fluorescence

Approximately ten spheroids were collected from the microwells at the indicated time points for immunocytochemical analysis. Spheroids were washed twice with PBS, fixed with 4% paraformaldehyde for 10 min, placed in optimal cutting temperature compounds (Sakura Finetek, USA Inc., Torrance, CA, USA), and frozen using dry ice. The frozen spheroid sections (5 µm thick) were blocked with 3% bovine serum albumin (BSA) in 0.1% Triton X-100 + PBS (PBST) for 1 h, washed with PBST, and incubated overnight at 4 °C with PBS containing 1% BSA and the primary antibodies (1:50 dilution for CK-19, 1:500 dilution for Ki-67), followed by anti-rabbit secondary antibody conjugated with Alexa Fluor 488 (1:1000 dilution; Invitrogen, Carlsbad, CA, USA) for 1 h. After two washes with PBS, fluorescent spheroid images were taken using a confocal laser-scanning microscope (LSM 780; Carl Zeiss, Jena, Germany).

### RNA preparation

Total RNA from each time point was extracted using Trizol (Invitrogen) and purified using RNeasy columns (Qiagen, Valencia, CA, USA) according to the manufacturers’ protocol. After processing with DNase digestion and clean-up procedures, RNA samples were quantified, aliquoted, and stored at − 80 °C until use. For quality control, RNA purity and integrity were evaluated by denaturing gel electrophoresis (OD 260/280 ratio) and analyzed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

### Microarray analysis

Total RNA was amplified and purified using an Ambion Illumina RNA amplification kit (Ambion, Austin, TX, USA) to yield biotinylated cRNA, according to the manufacturer’s instructions. In brief, 550 ng of total RNA was reverse-transcribed to cDNA using a T7 oligo(dT) primer. Second-strand cDNA was synthesized, *in vitro* transcribed, and labeled with biotin-NTP. After purification, the cRNA was quantified using an ND-1000 spectrophotometer (NanoDrop, Wilmington, DE, USA). Seven hundred fifty nanograms of labeled cRNA samples was hybridized to each human HT-12 expression v.4 bead array for 16–18 h at 58 °C, according to the manufacturer’s instructions (Illumina, Inc., San Diego, CA, USA). Detection of array signals was carried out using Amersham FluoroLink streptavidin-Cy3 (GE Healthcare Bio-Sciences, Little Chalfont, UK), following the bead array manual. Arrays were scanned with an Illumina Bead Array Reader confocal scanner according to the manufacturer's instructions. The quality of hybridization and overall chip performance were monitored by visual inspection of both internal quality control checks and the raw scanned data. Raw data were extracted using the software provided by the manufacturer (Illumina GenomeStudio v2011.1, Gene Expression Module v1.9.0). Two independent experiments were performed to select commonly regulated genes showing good reproducibility and reliability with a mean average.

### RNA-Seq analysis

The construction of the RNA-sequencing library was performed using a TruSeq RNA Sample Preparation Kit v.2 (Illumina, Inc., cat. no. RS-122-2002). In brief, 100 ng of total RNA from each sample was exposed to poly-T oligo-attached magnetic beads to isolate poly-A mRNA following mRNA fragmentation. The cleaved RNA fragments were constructed onto a double-stranded cDNA. Then, the double-stranded library was purified using AMPure XP beads to remove all reaction components. The end repair, base addition, adapter ligation, and PCR amplification steps were performed according to the manufacturer’s instructions. Libraries were analyzed by an Agilent 2100 Bioanalyzer using a high-sensitivity DNA chip (Agilent Technologies). Then, the cDNA libraries were used for paired-end sequencing using an Illumina NextSeq 500 (Illumina, Inc.).

### Validation of microarray and RNA-Seq data by quantitative real-time (RT)-PCR

Equal amounts of 100 ng of total RNA were reverse-transcribed into cDNA using a reverse transcription system (Promega). Significantly regulated genes from the microarray and RNA-Seq were quantified using an Applied Biosystems 7500 Real-Time PCR System with Fast SYBR Green Master Mix (Applied Biosystems), in accordance with the manufacturer’s protocols. The GAPDH level was measured and used to normalize the relative abundance. Table 1 shows the primer pairs designed with the PrimerDesigner program, based on the cDNA sequences in the GenBank database. Data were analyzed using the Ct method.

**Table 1:** qRT-PCR primer sequences

Gene	Primer sequences (5′ to 3′)	Accession number
XAF1	F: CTCGGTGTGCAGGAACTGTA	NM_001353135.1
	R: CAGTGCTCCTCCATGGTTTC	
TRIM22	F: CTGTGCCTCCCTGTCGTATT	NM_006074.5
	R: TCATGGGGACTAGGCAGTTC	
CXCL10	F: CTGTACGCTGTACCTGCATCA	NM_001565.4
	R: CTTGATGGCCTTCGATTCTG	
BST2	F: CACTGTGATGGCCCTAATGG	NM_004335.4
	R: CTTCTCAGTCGCTCCACCTC	

### Bioinformatic analysis for the microarray and RNA-Seq

The entire analysis pipeline of RNA-Seq was coded using R software (ver. 3.6), which was controlled by systemPipeR (ver.1.18.2). Raw sequence reads were trimmed for adaptor sequence and masked for low-quality sequences using systemPipeR. Transcript quantification of RNA-Seq reads was performed with GenomicAlignments (ver.1.20.1) using reads aligned to Ensemble v95 *Homo sapiens* transcriptome annotation (GRCh.38.95) using Rsubread (ver. 1.24.6). The FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values were calculated using the ‘fpkm’ function of DESeq2 (ver. 1.24.0) and were processed with the robust median ratio method. Transcript reads were normalized by the ‘voom’ function of Limma (ver. 3.40.6). To analyze a transcript as DE, EdgeR (ver. 3.26.7) calculates the results based on the normalized counts from entire sequence alignments. Significantly DE transcripts with fold changes greater than the raw FPKM value (> 2) and adjusted *P*-value (< 0.01) in all experimental comparisons were selected and used for further analysis. Gene annotation was added by the online database using Ensembl biomaRt (ver. 2.40.4), and visualization was performed using the R base code and the gplots package (ver. 3.0.1.1). For differentially expressed gene (DEG) sets, hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Gene enrichment and functional annotation analysis for the significant probe list was performed using GO (http://geneontology.org) and DAVID (https://david.ncifcrf.gov/). All data analysis and the visualization of DEGs was conducted using R version 3.0.2 (www.r-project.org). For the statistical analysis, values were presented as mean ± SEM of three independent experiments. Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test using GraphPad Prism software version 5.01 (California, USA). Differences between groups were considered to be significant at *P* < 0.05.

### Statistical analyses

Experimental values were presented as mean ± SEM of three independent experiments. Data were analyzed by Student’s *t*-test or two-way ANOVA followed by Tukey’s multiple comparison test using GraphPad Prism software version 5.01 (San Diego, CA, USA). Differences between groups were considered to be significant at *P* < 0.05.

## Results

### H69 spheroid formation and growth

One day after seeding at a density of 1.5 × 10^3^, H69 cells in concave microwells (500 μm diameter) randomly migrated and adhered to each other to form cell clusters. Several small cell clusters, as well as many individual cells, gradually merged into large cell aggregates at the center of each microwell surface. This spontaneous self-aggregation of H69 cells promoted bigger and denser pre-matured spheroid formation and eventually became tightly packed cholangiocyte spheroids with an average diameter of ~ 330 μm by about day 5 (Fig. 1a). These mature spheroids were incubated with conditional culture medium for 24 h, replaced with fresh conditional medium supplemented with ESPs (4 μg/ml), and consecutively cultivated for 5 and 10 days. Cholangiocyte spheroids treated with ESPs for 5 days were significantly bigger than the untreated controls (~355 μm *vs* ~ 330 μm in diameter; increased by ~ 7.6%), and this increased size (~ 5.8%) remained almost constant up to day 10 of the experimental period (Fig. 1b). There were no significant differences in cell viability between the treated and untreated spheroids on day 0 to day 10 of culture (data not shown). Immunofluorescent staining of Ki-67 and CK-19, markers for proliferating cells and human cholangiocytes, respectively, was evenly distributed across the cell aggregates until day 10 (Fig. 1c), indicating that proliferation activity and bile epithelial characteristics were well preserved during the experimental period. Over 10 days of culture, the proliferation zone and quiescent viable cell zone of spheroids became narrow and the necrotic core was expanded (data not shown), which might mask actual ESP-mediated transcriptional regulation. Thus, subsequent analyses were performed using up to 10-day-old spheroids.

**Fig. 1:**
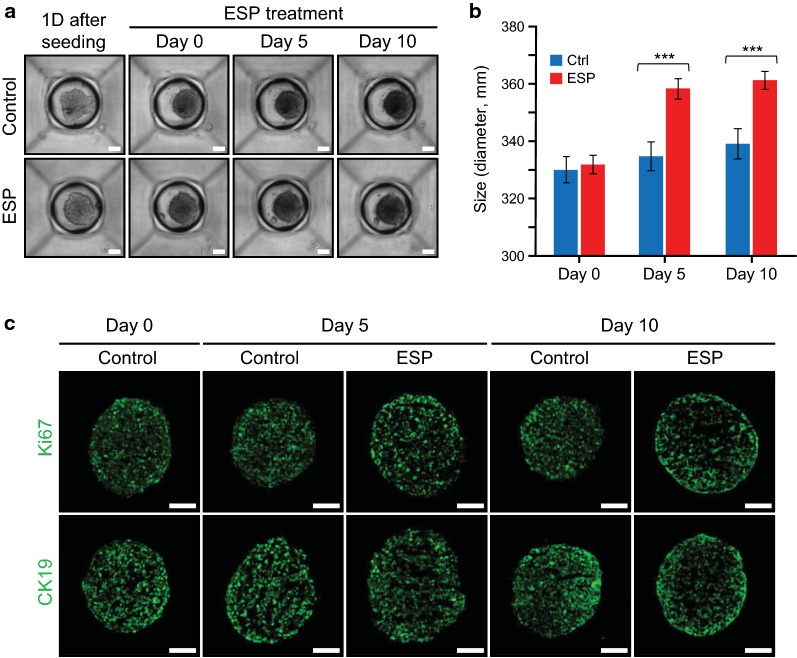
H69 cell spheroid formation in microwells and immunostaining of Ki67 and CK19. **a** H69 cells were seeded into the platform, and the cells were observed under a light microscope over a 10-day period. Scale bar = 100 μm. Original magnification: ×40. **b** Data in the graph are presented as the average size of ~ 50 spheroids at each time point. Error bars are means ± SEM. *P*-values were obtained from Student’s *t*-test. ***P < 0.001 versus untreated controls. **c** Representative immunofluorescence images of Ki67 and CK19 in the spheroids at each time point. Spheroid cryosections were incubated with Ki67 or CK19 antibodies, followed by incubation with Alexa Fluor 488-conjugated secondary antibodies. Scale bar = 100 μm. Original magnification: ×40

### Transcriptomic analysis of ESP-treated H69 spheroids by microarray and RNA-Seq

In oncogenomic studies, PCA (principal component analysis) is generally used to analyze the complex multi-dimensional gene expression datasets. 

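H69 cells, an immortalized line of human cholangiocytes, were grown as spheroids and exposed to excretory-secretory products (ESPs) of the liver fluke at 4 μg/ml. RNA of the spheroids was hybridized to 6 Illumina bead arrays in 3 groups: untreated spheroids (day 0), spheroids treated with ESPs for 5 days and spheroids treated for 10 days, with 2 arrays per group from the paper's independent experiments. The treated spheroids were kept in medium without serum and EGF throughout, and all untreated arrays were of day 0. The effect of the ESPs therefore cannot be separated on these arrays from that of the days spent in this medium. Raw data were extracted by the authors with GenomeStudio. The deposited signals were on the log2 scale, with a detection p-value beside each, and had already been quantile-normalized: the sorted columns of the 6 arrays differed by at most 0.00144, and the median of every array was 6.87. Of 47323 probes, 22137 and 22390 were detected (detection p under 0.05) on the day 0 arrays, 21716 and 22222 on the day 5 arrays and 22177 and 22090 on the day 10 arrays. The 23650 probes detected on at least 2 of the 6 arrays, regardless of group, were tested here. Each probe was fitted with limma over all 6 arrays, so that the groups shared an estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. Probes are called risen, fallen or changed at an adjusted p under 0.05. The thresholds of the paper are an adjusted p of 0.01 or less and at least a 2-fold change. With arrays simulated from the fitted spread, all probes changed by 4-fold passed the paper's thresholds in the comparison of day 10 with day 0 (100%). Of the probes changed by exactly 2-fold, 44.8% passed. A change that lies on the 2-fold line falls on either side of it, so this share does not measure the power of the design. The number of arrays limits the precision of every value. The deposited values carry probe identifiers without gene names. Names were taken from Table S3 and from the copy of Table S1 at hand, which holds the first 1841 of 47235 entries, in alphabetical order up to ATM. They cover 1349 of the tested probes and leave 22301 unnamed. A named gene is thus either one that the study selected on these arrays for its change or one from the start of the alphabet. The share of a gene group's named members that rose therefore does not measure the group as a whole. Genes of Table S3 had already passed the paper's thresholds at day 10, so counts of them adjusted over a list alone add no evidence. Day 5 is compared with the same day 0 arrays, so this selection also favours changes at day 5 in the same direction. Where a group was below background on every array, a fold change is given as a lower bound, computed with its signals raised to the lowest detected signal of the array where they lay under it. Probes for close relatives such as KRT6A and KRT6B, SAA1 and SAA2, HSPA1A and HSPA1B, or the metallothioneins can bind each other's transcripts.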

The PCA results for the microarray and RNA-Seq datasets revealed the separation of H69 spheroid groups by the exposure times of ESPs (Fig. 2a, b). The first and second principal components (PC1 and PC2) accounted for the largest variance among all datasets generated from the microarray platform (Fig. 2a). 

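The spheroids of day 10 lay apart from those of day 0 along the first principal component, and those of day 5 lay between them. Among the named genes, the keratins KRT6A and KRT6B, the interferon-induced chemokine CXCL10, the matrix metalloproteinase MMP7, the acute-phase proteins SERPINA3 and SAA2, the antiviral genes RSAD2 and XAF1, and the metallothionein MT1G were among those that weighed most on the day 10 side of this component. The aldehyde dehydrogenase ALDH3A1, the ribonuclease RNASE4 and BMF, a BH3-only member of the BCL2 family, were among those that did on the day 0 side. PC1 accounted for 58.9% of the variance of the tested probes, PC2 for 20.7% and PC3 for 8.77%. On PC1 the untreated arrays scored -23.4 and -19.6, the day 5 arrays -6.74 and -1.66 and the day 10 arrays 25.4 and 26. On PC2 replicates 1 and 2 scored -0.961 and 17.2 at day 0, -22.1 and -0.473 at day 5 and 2.2 and 4.16 at day 10. The replicates of day 0 and day 5 were thus farther apart on PC2 than those of day 10. In each group replicate 1 scored lower than replicate 2. Whether equal numbers mark the same experiment is not stated in the paper, and the replicate number was not part of the main fit.

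**Figure D1:**
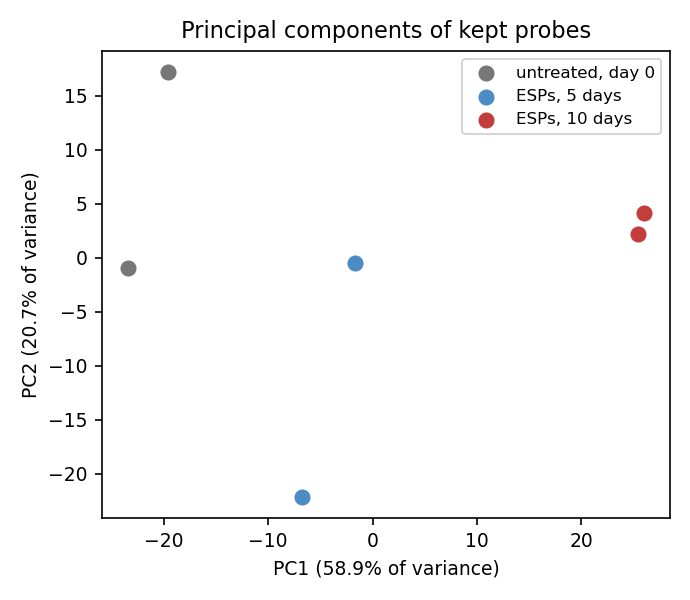
Scores of the 6 arrays on the first (x axis, 58.9% of the variance) and second (y axis, 20.7%) principal components of the log2 signal of 23650 probes. Each point is an array, coloured by group. The groups follow each other along the x axis from day 0 (-23.4 and -19.6) to day 10 (25.4 and 26), while the replicates of day 0 and of day 5 differ mostly along the y axis.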

A similar assessment of the RNA-Seq dataset also showed a larger degree of separation among experimental groups (Fig. 2b). The raw data for microarray and RNA-Seq are included in Additional file 2: Table S1 and Additional file 3: Table S2. A clear segregation of ESP-treated H69 spheroid samples from their corresponding controls (day 0) was observed in both the microarray and RNA-Seq datasets, reflecting the differential gene expression patterns observed with long-term treatment of ESPs.

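Over all tested probes, the treated spheroids moved farther from day 0 with longer exposure. The mean distance between arrays of day 0 and day 10 was 50.7 (Euclidean, log2 signal), against 39.1 between day 5 and day 10 and 34.7 between day 0 and day 5. The arrays of a group lay 28 apart at day 0, 29 at day 5 and 21.7 at day 10. The mean distance between groups was 41.5 and that within groups 26.3, a ratio of 1.58. This was the largest ratio among all 15 ways to part the 6 arrays into 3 pairs (exact permutation test, one-sided, p = 0.067), and the next highest was 1.42. A p of 0.067 is the smallest that 15 partitions allow, so the separation cannot pass 0.05 in this design.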

**Fig. 2:**
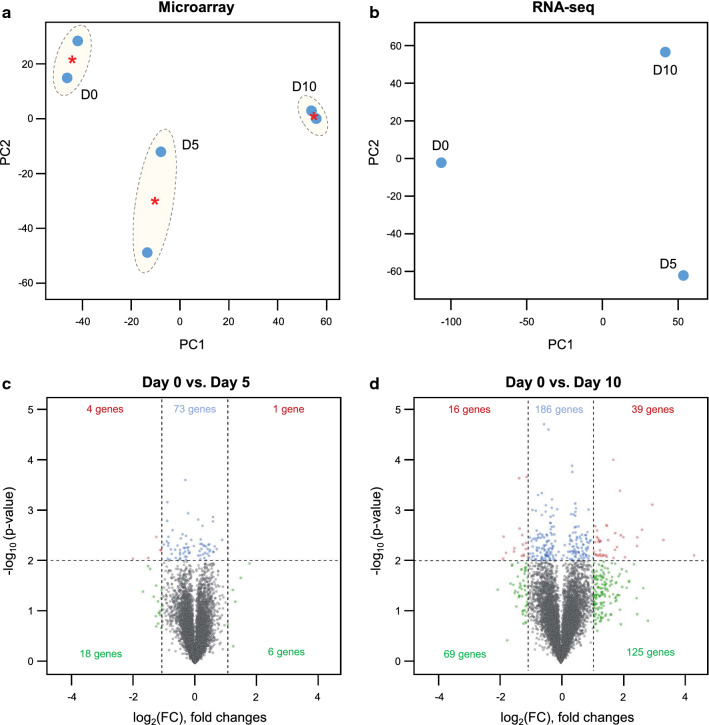
Transcriptomic dynamics by ESP treatment in H69 spheroids. Common gene expression patterns through two independent experiments and one experiment were identified by the microarray and RNA-Seq platforms **a** and **b**, respectively. Principal component analysis (PCA) of microarray (**a**) and RNA-Seq (**b**) analysis. The values indicate the amount of variation attributed to each principal component. Small blue circles indicate individual samples, red asterisks indicate the average between experimental replicates, and larger yellow ovals represent each experimental group. **c**, **d** Volcano plot of microarray of ESP-exposed H69 spheroids for 5 days (**c**) and 10 days (**d**) illustrating genes from the filtered data set that are significant DEGs between untreated- and ESP-treated H69 spheroids. Blues are significantly regulated but at less than twofold change, greens have greater than twofold change, but this is not significant, while reds are significant by more than twofold

Application of DEGs with a conservative approach to the microarray data obtained from the ESP-exposed H69 spheroids identified 24 differentially expressed (DE) probes at day 5 (Fig. 2c) and 248 DE probes at day 10 (Fig. 2d), with the microarray signal intensity values having ≥ twofold change [FC] and ≤ 0.01 adjusted *P*-value. 

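After 5 days with ESPs, 19 probes had risen and 6 had fallen past the paper's thresholds, 25 in all (limma, 2 arrays per group). They comprise 15 probes of 14 named genes and 10 probes without a name. The largest rise among the named genes was that of the keratin KRT6A, which is induced in wounded epithelium, with a log2 fold change of 1.88 (standard error 0.09, adjusted p = 8.74e-06). KRT6B followed with 1.57 (standard error 0.11, adjusted p = 9.8e-05), then the acute-phase protein SAA2 with 1.42 (standard error 0.10, adjusted p = 9.8e-05), the interferon-induced XAF1 with 1.41 (standard error 0.15, adjusted p = 0.00135) and the metal-binding protein MT1G with 1.355 (standard error 0.10, adjusted p = 9.58e-05). Other interferon-induced genes passed as well: CXCL10, the antiviral synthetases OAS1 and OAS2, and the GTPases GBP1 and GBP2. Of these, GBP2 had a log2 fold change of 1.17 (adjusted p = 0.000533). OAS1 and GBP1 passed on a dimmer probe only. On their brightest probes the log2 fold changes were 0.992 for OAS1 (adjusted p = 0.0109) and 0.949 for GBP1 (adjusted p = 0.00436). The lysosomal protein CD68 (1.17, adjusted p = 0.001) and the epithelial transcription factor OVOL2 (1.03, adjusted p = 0.000782) completed the named rises. The named falls were those of the leukocyte integrin ITGB2, by 1.23 on the log2 scale (adjusted p = 0.000738) and on both of its probes, and of the chromatin protein HMGB3, by 1.01 (adjusted p = 0.00212). At any size of change, 283 probes rose and 194 fell at day 5. At day 10, 224 probes had risen and 73 had fallen past the thresholds, 297 in all, and 2357 rose and 2413 fell at any size. The 2-fold requirement thus left 24.6% falls among the probes past the thresholds at day 10, while falls made up 50.6% of the changes of any size. The counts depend on the processing. Normexp background correction left 2 probes past the thresholds at day 5 and 524 at day 10. The methods' t-test left 15 and 149 at its unadjusted p. It is the Student's t-test that the paper's methods name without tying it to the arrays. At any size, the 477 changes of day 5 became 68 with normexp background correction and 181 to 653 with one array left out, and the 4770 of day 10 fell to 1948 without day 10 replicate 1.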

The 248 probes (upregulated and downregulated) from the microarray in the ESP-treated H69 spheroids are listed in Additional file 4: Table S3. For comparison with the untreated control group, volcano plots were constructed by integrating both the *P*-value and FC of each probe of the microarray data (adjusted *P*-value ≤ 0.01 and absolute log_2_ (FC) ≥ 1) to show the general scattering of the probes and to filter the DE transcripts for the ESP-treated groups for 5 days and 10 days (Fig. 2c, d). Among 248 DE probes, 63 transcripts (25.4% of DE probes) were downregulated in the H69 spheroids treated with ESPs for 10 days, while 185 probes were significantly upregulated (*P*-value ≤ 0.01 and absolute log_2_ (FC) ≥ 1) (Fig. 2d). These data suggest that transition in the transcriptome pattern is highly regulated, and specifically occurred after ESP treatment of H69 spheroids, constituting a critical step in the early stress response and physiological changes without cell death.

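Among the genes with a named probe, the keratins KRT6A and KRT6B, which wounded epithelium induces, rose most at day 10. KRT6A rose by a log2 fold change of 4.08 (standard error 0.09, adjusted p = 1.61e-09), from a mean log2 signal of 10.08 ± 0.01 at day 0 to 14.15 ± 0.08 at day 10 (SD, n = 2 arrays each). KRT6B rose by 3.14 (standard error 0.11, adjusted p = 8.85e-08), KRT16 by 1.96 (standard error 0.16, adjusted p = 2.03e-05) and KRT17 by 1.91 (standard error 0.12, adjusted p = 4.73e-06). Of 27 listed keratins and proteins of stratified or wounded epithelium, the 5 with a named probe rose at day 10 (5 when adjusted over the list alone), and all 5 were higher at day 10 than at day 5. At day 5, 2 of them had risen (4 risen and 1 fallen, KRT81, when adjusted over the list alone). All 5 are genes of Table S3, which the study chose on these arrays, so their direction is not independent evidence. A choice for change at day 10 also favours day 10 over day 5 and, through the shared day 0 arrays, rises at day 5. MMP7, a metalloproteinase of the extracellular matrix, was below background on every array of day 0 and day 5 and reached a level at day 10 that was at least 4.34-fold higher than at day 0 (adjusted p = 0.000158). The acute-phase genes SERPINA3 (log2 fold change 2.53, adjusted p = 8.63e-07) and SAA2 (2.49, adjusted p = 2.64e-07), the antiviral gene RSAD2 (2.34, adjusted p = 3.32e-05), MT1G (2.33, adjusted p = 2.56e-07), the antigen-presenting HLA-DRA (2.10, adjusted p = 2.04e-06) and the lipase-related PNLIPRP3 (1.87, adjusted p = 4.73e-06) also rose. The largest fall among named genes was that of ALDH3A1, which oxidizes aldehydes and is a known target of the aryl hydrocarbon receptor, by 1.93 on the log2 scale (standard error 0.135, adjusted p = 7.44e-06). RNASE4 fell by 1.76, the pro-apoptotic BMF by 1.68, the small GTPase RAB37 by 1.54, the ganglioside synthase ST3GAL5 by 1.49, SRGAP3 by 1.46, GATS by 1.44, the ribonuclease ANG by 1.43, ITGB2 by 1.42 and the mitophagy receptor BNIP3L by 1.36, with adjusted p-values from 4.73e-06 to 0.000109. Of 32 listed genes of epithelial junctions and identity, 8 had a named probe, all of them in Table S3. At day 10, 7 of them rose, among them LAD1 with a log2 fold change of 1.66, OVOL2 with 1.61, the P-cadherin CDH3 with 1.27 and the polarity gene CRB3 with 1.18, and the junction protein JUP fell by 1.33 (7 risen and 1 fallen when adjusted over the list alone). At day 5, 5 of the 8 had risen and none had fallen (6 risen and 1 fallen when adjusted over the list alone).

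**Figure D2:**
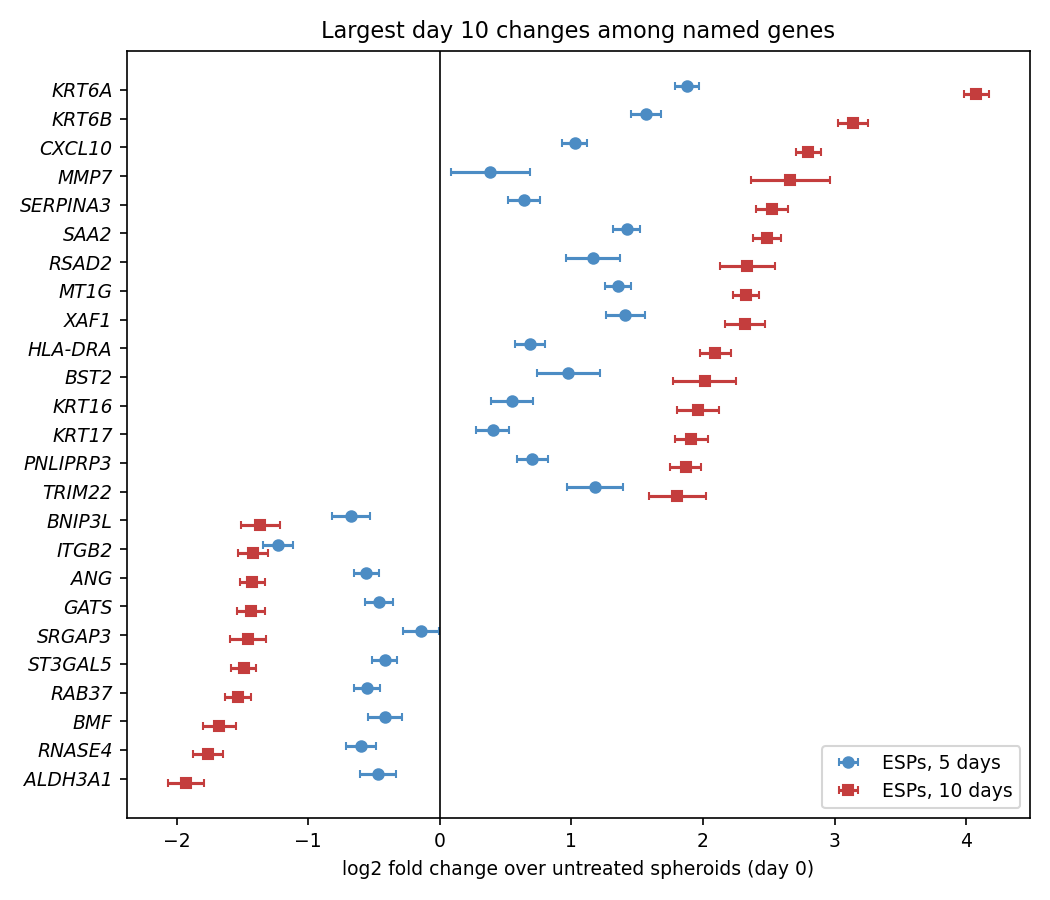
Log2 fold change over untreated spheroids (x axis) of the named genes with the largest rises and falls at day 10 (y axis, 1 probe per gene). Blue circles stand for 5 days and red squares for 10 days with ESPs, and bars are the standard errors of the fit to 2 arrays per group. The rises reach 4.08 for KRT6A and the falls -1.93 for ALDH3A1, and the point of each gene at day 10 lies farther from 0 than its point at day 5. The value of MMP7 rests on signals below background at day 0 and day 5.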

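Most of the named heat-shock genes were higher at day 10 than at day 5. Of 34 listed heat-shock proteins and co-chaperones, which help proteins fold and are induced by stress, 10 had a named probe and all 10 rose at day 10 over day 0 (10 when adjusted over the list alone). Examples are the co-chaperone FKBP4 with a log2 fold change of 1.20 (standard error 0.105, adjusted p = 3.12e-05), HSPA1B with 1.18 (adjusted p = 1.98e-05), HSPA8 with 1.17 (adjusted p = 0.000936) and DNAJA4 with 1.14 (adjusted p = 2.94e-05). Of the 10, 4 had already risen at day 5 (8 when adjusted over the list alone) and 8 were higher at day 10 than at day 5. AHSA1, the member outside Table S3, rose by 0.93 (adjusted p = 7.45e-05). The other 9 were chosen by the study for their change at day 10 and are not independent evidence. Such a choice also favours day 10 over day 5 and, through the shared day 0 arrays, rises at day 5. Of 38 listed NRF2 targets and redox enzymes, 5 of the 7 named rose at day 10, led by the aldo-keto reductase AKR1C2 (1.32) and the glutathione enzyme GCLM (1.25), and 2 fell, GPX3 by 1.05 and ABCC3 by 0.40 (5 and 2 when adjusted over the list alone). At day 5, 3 had risen (5 risen and 1 fallen over the list alone). Of the 2 members outside Table S3, AKR1C3 rose by 0.49 at day 10 and ABCC3 fell. The other 5 were chosen by the study on these arrays and are not independent evidence. The 2 named metallothioneins, MT1G and MT1H, rose at both times, with log2 fold changes of 2.33 and 1.66 at day 10 (2 when adjusted over the list alone). Both are genes of Table S3. Of 22 listed genes of endoplasmic reticulum stress, 4 had a named probe, all outside Table S3: ARMET rose by 0.93 (adjusted p = 0.000116), while ATF3 had a log2 fold change of 0.27 (adjusted p = 0.0632; 2 risen when adjusted over the list alone), ATF4 of 0.06 (adjusted p = 0.718) and ASNS of 0.01 (adjusted p = 0.946). Among 32 listed effectors of apoptosis and cell death, 4 had a named probe. The inflammatory caspase CASP1 (log2 fold change 1.25, adjusted p = 0.000133) and the necroptosis effector MLKL (1.04, adjusted p = 3.61e-05) rose at day 10 and at day 5, while BMF (-1.68, adjusted p = 1.22e-05) and the apoptosome component APAF1 (-0.73, adjusted p = 0.00133) fell at day 10 (2 risen and 2 fallen when adjusted over the list alone). All but APAF1 are genes of Table S3. The p53 target TP53INP1, the single named member of its list and also of Table S3, fell by 1.08 (adjusted p = 0.000222; 1 fallen when adjusted over the list alone). Over all tested probes, 53 were higher and 26 lower at day 10 than at day 5 past the paper's thresholds, and 770 were higher and 731 lower at any size (limma). With normexp background correction 6 probes passed the thresholds in this comparison, against 79, and 370 changed at any size, against 1501. The 1501 fell to 296 without day 10 replicate 1, to 265 without day 10 replicate 2 and to 587 without day 5 replicate 1. The paper proposes from its own counts of day 10 that the transcriptome shifts in a regulated way after ESP treatment. It describes this as part of an early stress response without cell death. Separately, it reports that viability of treated and untreated spheroids did not differ significantly up to day 10, without showing the data.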

### Gene expression correlations between the microarray and RNA-Seq platforms

The 248 statistically filtered probes (upregulated and downregulated) from the microarray data (Additional file 1: Figures S2, S3; Additional file 4: Table S3) in the H69 spheroids treated with ESPs for 10 days were used for unsupervised hierarchical clustering analysis based on Pearson’s correlation. The averaged signal intensity and log_2_ of the normalized signal intensity values of the ESP-treated and untreated control groups showed a decisive shift in the ESP exposure transcriptome in the form of upregulated and downregulated transcripts (Fig. 3a, left panel; 7690 significantly filtered probes). Among 7690 filtered probes, 248 DE probes (209 genes) were visualized by hierarchical clustering and showed significantly regulated gene expression patterns by ESP treatment (*P*-value ≤ 0.01 and absolute log_2_ (FC) ≥ 1; Fig. 3a, right panel). Furthermore, DE transcripts (DETs) were also validated by the RNA-Seq platform (Fig. 3b). 

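All 248 probes of Table S3, which stand for 209 genes, were among the tested probes, and each changed at day 10 in the direction that Table S3 gives: 185 rose and 63 fell (limma, adjusted p under 0.05). As the study chose these probes on the same arrays, this is not independent evidence of their change. Between day 5 and day 10, 194 of the 248 moved in that direction and 0 moved back. A choice for change at day 10 favours such a move. Of the 248, 244 also passed the paper's thresholds here. The others were the mitochondrial chaperone HSPE1 (log2 fold change 1.23, adjusted p = 0.0163), LOC440345 (-1.64, adjusted p = 0.0279), one probe of the imprinted gene PEG10 (1.34, adjusted p = 0.0182) and the neuronal tubulin TUBB3, whose log2 fold change of 0.999 lay just under 2-fold (adjusted p = 4.74e-05). The log2 fold changes differed from those of Table S3 by at most 0.0098. Probes past the thresholds outside Table S3 numbered 53, of which 42 rose and 11 fell. Only 4 of them have a name here: AGT, APOB, ALPL and ANKRD41.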

Statistically filtered transcripts (30,348) from the RNA-Seq data (Additional file 3: Table S2) in the H69 spheroids treated with ESPs for 5 and 10 days were used for unsupervised hierarchical clustering analysis based on Pearson’s correlation (Fig. 3b, left panel). Transcripts that were significantly regulated by ESP treatment (1640 transcripts) were visualized with hierarchical clustering (Fig. 3b, right panel).

**Fig. 3:**
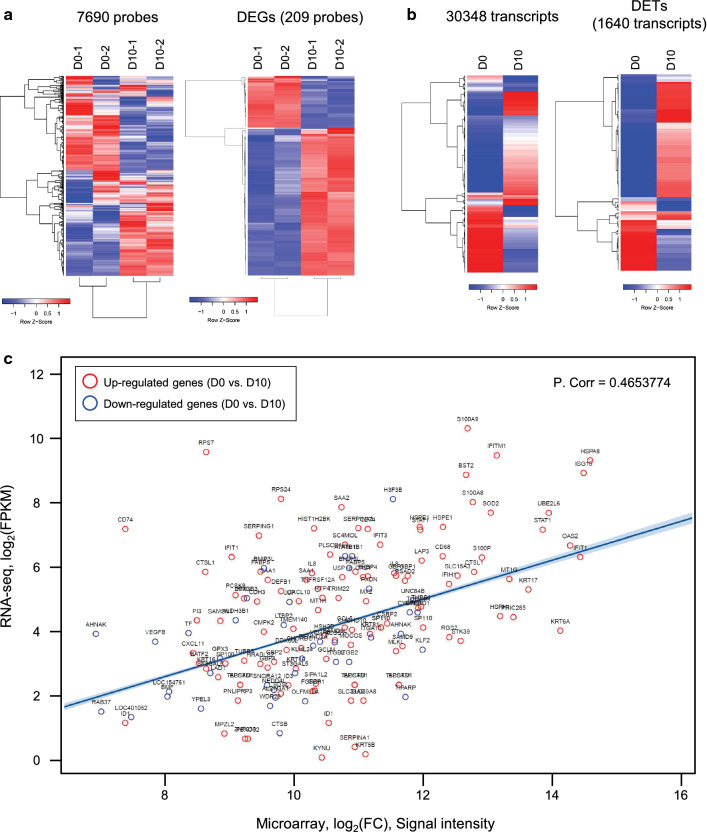
Differential gene expression patterns and correlations in the microarray and RNA-Seq analysis. **a**, **b** Hierarchically clustered genes (rows) and experimental samples (columns) with dendrograms and clusters from microarray (**a**) and RNA-Seq (**b**) data. Red in the heatmap indicates upregulation and blue denotes downregulation of gene expressions based on *z*-score. **c** Pearson’s correlation plot for 209 DEGs determined by microarray and RNA-Seq. Upregulation and downregulation patterns were 100% correlated in both platforms. Red open circle denotes upregulated genes in microarray and RNA-Seq, and blue open circle indicates downregulated genes in both platforms

To identify a general linear relationship between the microarray fluorescence intensities and the corresponding RNA-Seq values for the significantly regulated transcripts, a Pearson’s correlation coefficient was computed to evaluate the data consistency between the two platforms (Fig. 3c). A quantitative comparison of the relative raw expression profile of the 248 probes presented in both platforms is shown in Fig. 3c for 10-day ESP-exposed H69 spheroids (the 248 probes are listed in Additional file 4: Table S3). Encouragingly, the measured gene abundance derived from these two different gene expression platforms showed a Pearson’s correlation of 0.465 for ESP treatment, indicating a positive concordance between the platforms. Also, all 248 probes showed similar gene expression patterns between upregulation and downregulation in both platforms, although their FC ratios were different.

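For genes at the start of the alphabet, array and RNA-Seq values can be set side by side. Table S2 gives transcript levels as FPKM values from 1 RNA-Seq library per time point, and the copy at hand holds its first 1999 of 30348 entries, which name 11 of the 209 genes of Table S3. The values are the paper's, summed over the transcripts of a gene, and without replicates their differences have no error. The time labels of the FPKM columns were taken as given. The array log2 fold changes are those of day 10 over day 0. In 5 of the 11 genes both measures moved the same way. The membrane metalloproteinase ADAM19 fell by 1.15 on the arrays, and its FPKM was 1.95 at day 0 and 1.01 at day 10. The scaffold protein AHNAK fell by 1.32, with FPKM values of 22.2 and 15.7, and ANG, with an array log2 fold change of -1.43, had 2.41 and 2.18. ABI3BP rose by 1.23 on the arrays, with 0.438 and 0.518 FPKM, and AKR1C4 by 1.05, with 0.0234 and 0.044 FPKM. In the other 6 genes the measures moved in opposite directions. ALDH3A1 fell by 1.93 on the arrays, while its FPKM was 1.02 at day 0 and 3.78 at day 10. ACSS1, a mitochondrial acetyl-CoA synthetase, fell by 1.05 against FPKM values of 6.64 and 13, ALDH3B1 by 1.11 against 20.5 and 22.9, and the adrenoceptor ADRA1B by 1.09 against 0.403 and 0.491. The aldo-keto reductases AKR1C2 and AKR1B10 rose by 1.32 and 1.11 on the arrays, with FPKM values of 9.85 and 5.41 for AKR1C2 and of 0.931 and 0.527 for AKR1B10. With the columns of day 0 and day 10 exchanged, 6 would move the same way and 5 the opposite way, so an exchange would not bring the measures together. Close relatives within the aldo-keto reductases can share reads and probe signal. The FPKM differences of ANG and ALDH3B1 were small, and ABI3BP, AKR1C4, ADRA1B and AKR1B10 had under 1 FPKM at day 0 and day 10. Without replicates the direction of these genes is uncertain, and the counts of 5 and 6 include them. For XAF1, TRIM22, CXCL10 and BST2, which the copy of Table S2 does not reach, the paper states the same pattern by arrays, RNA-Seq and qRT-PCR.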

### Gene ontology analysis of differentially expressed genes generated from the microarray and RNA-Seq platforms

The potential biological functions of common DEGs were analyzed by gene ontology analysis. The DAVID gene ontology platform (GO; https://david.ncifcrf.gov/) was employed to identify the biological associations among the 1048 DETs (overlapped transcripts were removed from 1640 DETs) induced by ESP exposure (Fig. 4). Public GO categories, including GO processes (biological process), GO molecular functions, and GO localizations (cellular component), were assessed, in which disclosure of the biological motifs associated with the expression differences was observed. For each category, results were considered statistically significant when the *P*-value < 0.001. These analyses showed the strong clustering of 1048 DETs into 312 functional categories (Fig. 4; Additional file 1: Figures S4–S9). Upregulated and downregulated genes were independently subjected to GO analysis to classify them according to their functional roles (based on their expression patterns) and not merely according to their gene names. Excluding some overlapping terms, we were able to select diverse biological process categories significantly affected by ESP treatment (Fig. 4). For upregulated genes for the cellular process, the immune system process, defense response to other organism, and response to stimulus categories were significantly clustered (*P* < 0.001). 

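Named interferon-stimulated genes, antigen-presentation genes and chemokines rose in the treated spheroids. Of 49 listed interferon-stimulated antiviral genes, 25 had a named probe and all 25 rose at day 10 (25 when adjusted over the list alone). At day 5, 18 of them had risen (24 when adjusted over the list alone), and 9 were higher at day 10 than at day 5 (19 when adjusted over the list alone). Examples at day 10 are RSAD2, an enzyme that blocks viral replication (log2 fold change 2.34, standard error 0.21), the membrane protein IFITM1 (1.70, adjusted p = 0.00015), the GTPase MX2 (1.40, adjusted p = 7.15e-06) and the ubiquitin-like protein ISG15 (1.00, adjusted p = 0.000307). At day 5 their log2 fold changes were 1.17 for RSAD2 (adjusted p = 0.0168), 1.11 for IFITM1 (adjusted p = 0.0143), 0.94 for MX2 (adjusted p = 0.00101) and 0.69 for ISG15 (adjusted p = 0.0187). Of 17 listed GTPases and regulators induced by interferon gamma, the 8 named rose at day 10 and 7 of them at day 5 (8 and 7 when adjusted over the list alone), among them GBP1 (1.74 at day 10, adjusted p = 9.47e-06), GBP4 (1.57, adjusted p = 5.85e-06) and the chemokine CXCL11 (1.39, adjusted p = 8.93e-06). GBP2 was at its day 10 level by day 5, with a log2 difference of 0.01 between the times (standard error 0.10, adjusted p = 0.958). Of 17 listed genes of MHC class II antigen presentation, all 6 named rose at day 10, 4 of them at day 5 (6 and 6 when adjusted over the list alone), and all 6 were higher at day 10 than at day 5. HLA-DRA had a log2 fold change of 0.69 at day 5 and 2.10 at day 10, HLA-DMB of 0.47 and 1.72, HLA-DPA1 of 0.49 and 1.55 and the invariant chain CD74 of 0.57 and 1.38. In MHC class I presentation, the proteasome subunit PSMB9 (1.08) and the peptide transporter TAP1 (1.02) were the named members, and both rose at day 10 and 1 of them, TAP1, at day 5 (2 and 2 when adjusted over the list alone). The 3 named chemokines and cytokines of 32 listed, CCL5, CXCL14 and IL8, rose at both times (3 and 3 when adjusted over the list alone), with log2 fold changes of 1.56, 1.32 and 1.31 at day 10. The NF-kB target SOD2, a mitochondrial superoxide dismutase, rose by 1.09 at day 10 (adjusted p = 6.93e-05; 1 risen when adjusted over the list alone), as the single named member of its list. All of these list members are genes of Table S3, chosen by the study on these arrays, so their directions are not independent evidence. This choice also favours day 10 over day 5. Of the 248 probes of Table S3, 194 moved in their direction between these times and 0 moved back. As day 5 is compared with the same day 0 arrays, the choice favours rises at day 5 too. AIF1, a macrophage gene and the single named member of the list of immune cell markers, had a log2 fold change of 0.05 (standard error 0.10, adjusted p = 0.775). CD68, a lysosomal protein abundant in macrophages and outside that list, rose by 1.22 at day 10 (standard error 0.12, adjusted p = 6.66e-05). No interferon, interferon receptor or signal transducer of the list has a name here. With normexp background correction, 18 named members of all gene lists changed at day 5, against 70 without it.

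**Figure D3:**
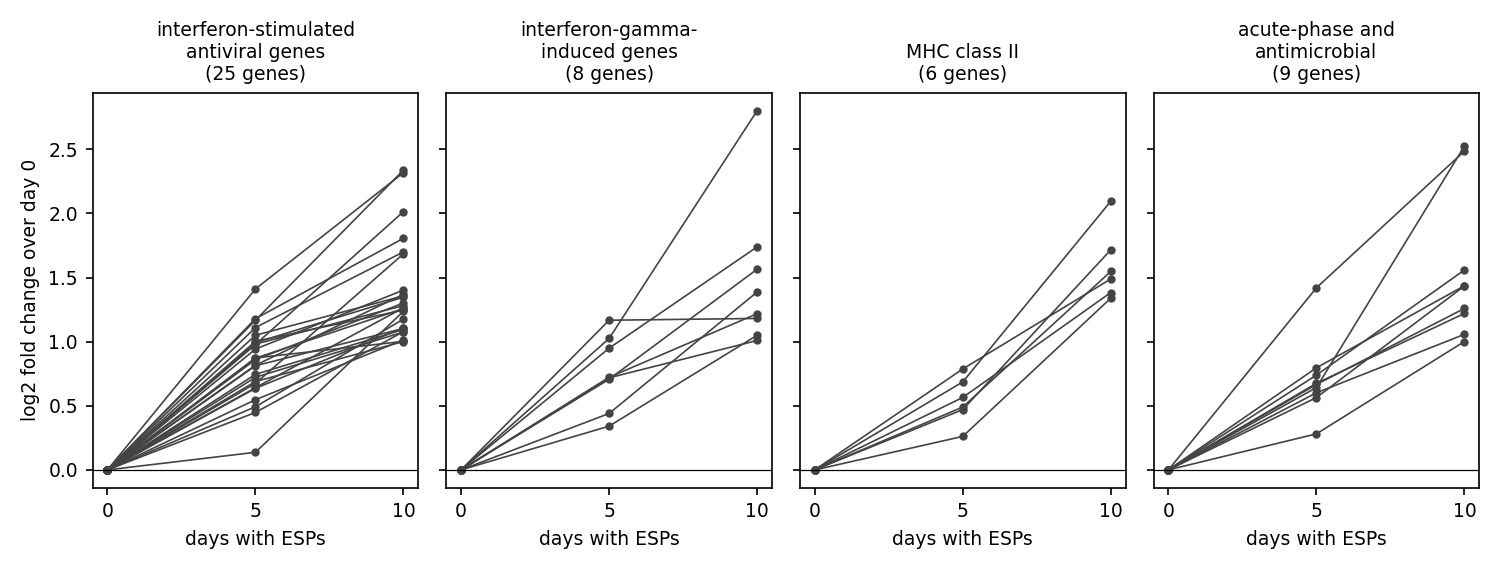
Log2 fold change over untreated spheroids (y axis) at 0, 5 and 10 days with ESPs (x axis). Each line is a gene, drawn through the means of 2 arrays per group, in 4 gene groups. All 25 antiviral genes, 8 genes induced by interferon gamma, 6 MHC class II genes and 9 acute-phase and antimicrobial genes lie above 0 at day 10. The MHC class II genes reach 2.10 at day 10, for HLA-DRA, from 0.79 or less at day 5.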

For upregulated genes for cellular components, the extracellular region, extracellular matrix (EM), and collagen-containing extracellular vesicle matrix categories were highly clustered (*P* < 0.001). 

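Named genes of the extracellular matrix moved in both directions. Of 61 listed structural genes, 4 had a named probe. At day 10 the glycoproteins ABI3BP (log2 fold change 1.23, standard error 0.165, adjusted p = 0.000461) and THBS1 (1.08, standard error 0.19, adjusted p = 0.00231) rose, while the microfibril protein LTBP2 (-1.15, adjusted p = 0.000775) and the proteoglycan AGRN (-0.34, adjusted p = 0.0277) fell (2 and 2 when adjusted over the list alone). None of the 4 had changed at day 5 by limma (1 risen when adjusted over the list alone). No collagen, laminin or fibronectin probe has a name here, so the structural proteins of the matrix are mostly not analysed here. Of 42 listed proteases, inhibitors and crosslinkers of the matrix, 10 had a named probe. MMP7 and the cathepsin CTSL1 (1.05, adjusted p = 6.45e-05) rose at day 10, while the peroxidasin PXDN (-1.21, adjusted p = 8.16e-05), ADAM19 (-1.15, adjusted p = 3.58e-05) and the cathepsin CTSB (-1.14, adjusted p = 0.000151) fell, and 5 did not change (2 risen and 4 fallen when adjusted over the list alone). The 5 without a change were ADAM10, ADAM12, ADAM15, ADAM17 and ADAMTS1, which are named for their place in the alphabet; the other 5 are genes of Table S3, chosen by the study on these arrays and not independent evidence. At day 5, ADAM19 had fallen by 0.59 (adjusted p = 0.0153) and none had risen (1 risen and 3 fallen when adjusted over the list alone). The integrins ITGB2 and ITGA10, the named members of a list of 21 and both in Table S3, fell at day 10, ITGA10 by 1.03 (adjusted p = 0.000158; 2 fallen when adjusted over the list alone). ITGB2 had fallen at day 5, and 1 had when adjusted over the list alone.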

DEGs specific to ESP treatment of H69 cells were significantly enriched in multiple GO biological processes and components mainly covering stress responses and EM organization.

**Fig. 4:**
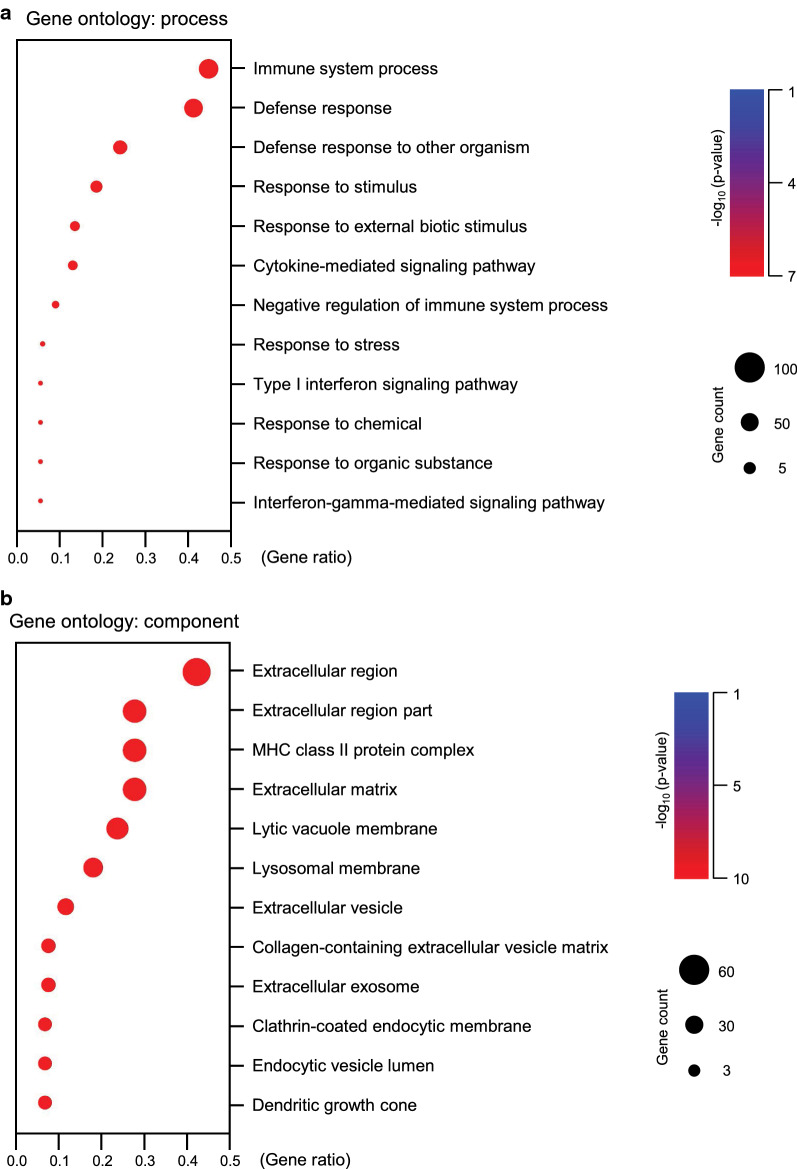
Gene ontology (GO) analysis of DEGs between untreated versus ESP-treated H69 spheroids. **a**, **b** Top enriched GO biological processes (**a**) and cellular components (**b**) of ESP-treated H69 spheroids were visualized from significant DEGs of microarray and RNA-Seq platforms. The size of the circle represents gene number, and the color represents − log_10_ of the *P*-value. Functional enrichment analysis was carried out using the ClusterProfiler package in R

### Validation of the microarray results with qRT‑PCR and RNA-Seq

The accuracy of the gene expression estimations from the microarray analysis was validated by real-time qRT-PCR and RNA-Seq. The analysis was performed on H69 spheroids after treatment with ESPs for 5 and 10 days. A total of four upregulated genes were validated, including two immune response genes (*XAF1*: XIAP-associated factor 1 and *TRIM22*: tripartite motif containing 22) and two EM genes (*CXCL10*: C-X-C motif chemokine ligand 10 and *BST2*: bone marrow stromal cell antigen 2) in the groups treated with ESPs for 5 and 10 days in comparison to the untreated controls (Fig. 5). 

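The 4 genes rose on the arrays after 10 days with ESPs, and 3 of them after 5 days. XAF1, which opposes the apoptosis inhibitor XIAP, rose by a log2 fold change of 1.41 at day 5 (standard error 0.15, adjusted p = 0.00135) and 2.32 at day 10 (standard error 0.15, adjusted p = 4.84e-06) on its brighter probe, ILMN_1742618, and by 1.04 (adjusted p = 0.0109) and 2.09 (adjusted p = 1.87e-05) on the other, ILMN_2370573. TRIM22, an interferon-induced ubiquitin ligase with antiviral activity, rose by 1.18 at day 5 (standard error 0.21, adjusted p = 0.0187) and 1.81 at day 10 (standard error 0.21, adjusted p = 0.000223). CXCL10, a chemokine that attracts T cells, rose by 1.03 at day 5 (standard error 0.10, adjusted p = 0.000738) and 2.80 at day 10 (standard error 0.10, adjusted p = 7.59e-08). BST2, a membrane protein that tethers budding viruses, had a log2 fold change of 0.98 at day 5 (standard error 0.24, adjusted p = 0.0684), which did not pass the test, and rose by 2.01 at day 10 (standard error 0.24, adjusted p = 0.000237). Its signal was 10.66 ± 0.36 at day 0, 11.64 ± 0.53 at day 5 and 12.68 ± 0.40 at day 10 (log2, mean ± SD, n = 2 arrays each). The difference between day 10 and day 5 was 1.78 for CXCL10 (adjusted p = 1.03e-05), 0.91 for XAF1 (adjusted p = 0.00578), 1.04 for BST2 (adjusted p = 0.0292) and 0.63 for TRIM22 (adjusted p = 0.108), so that of TRIM22 did not pass the test. All p-values are from limma. The call of TRIM22 at day 5 ended, leaving 2 genes, with normexp background correction, with the prior with trend and robust estimation, in a fit of only the groups compared, without day 0 replicate 1 and without either day 10 array. The methods' t-test, which has little power with 2 arrays per group, called 0 of the 4 at day 5 after adjustment. All 4, BST2 included, were called by the pooled-error test, without a detection filter and with the replicate number as a block. GAPDH, the reference of the qRT-PCR, has no named probe and was not analysed here.

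**Figure D4:**
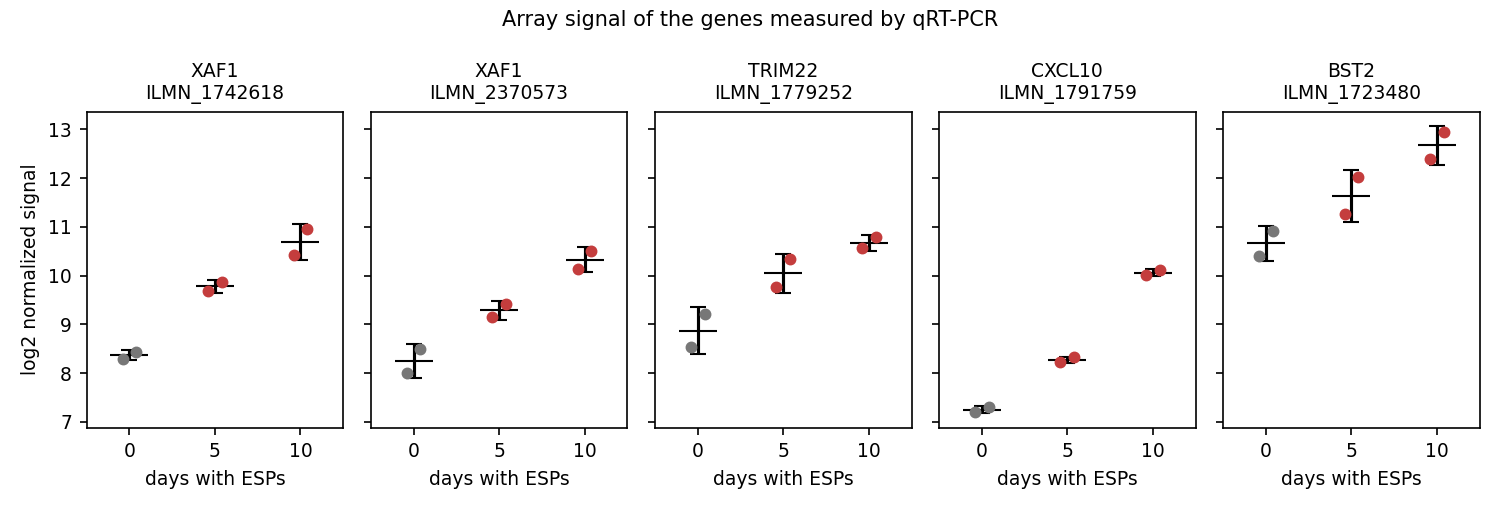
Log2 normalized signal (y axis) by days with ESPs (x axis) for the 5 probes of XAF1, TRIM22, CXCL10 and BST2. Each point is an array, horizontal bars are means and vertical bars SDs of 2 arrays. At day 10 both arrays lie above both day 0 arrays for all 5 probes, and the mean of CXCL10 goes from 7.26 at day 0 through 8.28 to 10.06.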

For the normalization of the qRT-PCR results, the *GAPDH* (glyceraldehyde-3-phosphate dehydrogenase) gene was used, based on stable mRNA expression from microarray and RNA-Seq data in ESP-treated H69 spheroids. The relative levels of gene expression in accordance with ESP exposure time were estimated as FCs, indicating significant differences for all four genes (*P* ≤ 0.01). The calculated fold changes from the microarray and RNA-Seq data were log_2_-transformed and compared with the log_2_ FCs from the qRT-PCR analysis.

**Fig. 5:**
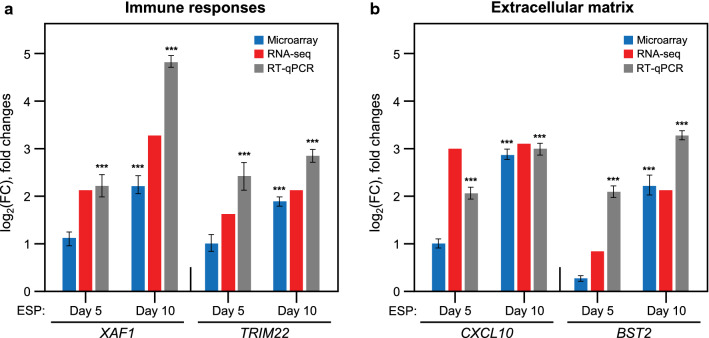
Experimental verification of gene expressions in ESP-treated H69 spheroids. **a**, **b** The gene expression profiles of immune response genes (*XAF1* and *TRIM22*) and extracellular matrix related genes (*CXCL10* and *BST2*) were verified using microarray, RNA-Seq, and qRT-PCR. The graphs show the overall fold change (FC) dynamic range (log_2_ transformed) for the indicated genes relative to those of untreated controls. For qRT-PCR, the value of each gene expression normalized by GAPDH gene represents means ± SEM for three independent experiments. ***P < 0.01 compared to untreated control of each time point

### Identification of CCA-associated genes using human CCA RNA-Seq data

We further examined whether the DEGs from ESP-exposed spheroids correlated with those of human CCA samples. For this purpose, we utilized the public RNA-Seq data of intrahepatic CCA (iCCA) tissues and matched normal tissues from patients (*n* = 7) as controls provided by GEO (GSE33327) and reanalyzed these data as described in the Materials and Methods section. To filter the data, a threshold of ≥ 2 FPKM in all groups was selected as expressing transcripts, with a total of 9624 transcripts passing this criterion. Hierarchical clustering analysis of the selected 9624 transcripts was performed to identify the dynamic gene expression correlation among samples. The samples were clustered based on iCCA or normal control tissues (Fig. 6a). The volcano plot highlighted and included 1864 significant DETs with study-wide significance between normal controls and iCCA (Fig. 6b). Next, we examined the expression patterns of the common 69 DEGs from the microarray and RNA-Seq results across the patient RNA-Seq samples (Fig. 6c, gene names are listed in Additional file 5: Table S4). Among 69 common DEGs, the expressions of 48 genes were validated in the same patterns of patient data. For the stringently filtered set of 69 genes, the expressions of *DEFB1* (defensin β1), *ID3* (inhibitor of DNA binding 3), *LAD1* (ladinin 1), and *RNASE4* (ribonuclease A family member 4) were differentially regulated in iCCA tissues, compared with normal tissues (Fig. 6d). These findings indicated a high correlation between the transcriptomic dynamics of ESP-treated H69 spheroids and CCA tissues.

**Fig. 6:**
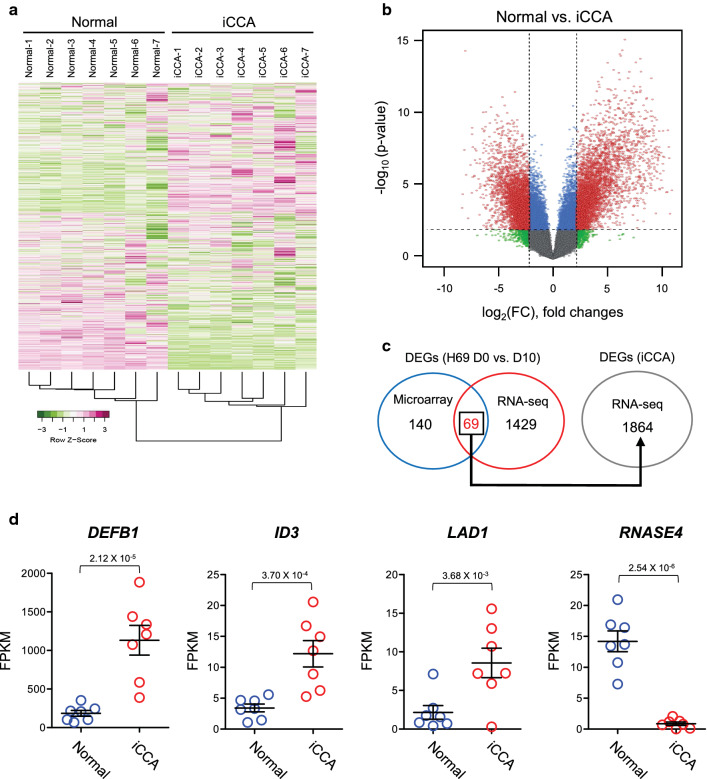
Significantly regulated gene expressions of human intrahepatic cholangiocarcinoma (iCCA) identified from microarray and RNA-Seq of ESP-treated H69 spheroids. **a** Hierarchically clustered genes (rows) and experimental samples (columns) with dendrograms and clusters for iCCA RNA-Seq data (GSE 33327). RNA-Seq raw data were reanalyzed at the transcript level. Magenta in the heatmap indicates upregulation, while green denotes downregulation of gene expressions based on *z*-score. **b** Volcano plot illustrating genes from the filtered data set that are significant DEGs between normal and iCCA. **c** Venn diagram of DEGs from ESP-treated H69 spheroids using microarray and RNA-Seq. Gene expression of 69 overlapping genes between microarray and RNA-Seq was verified in 1864 significantly regulated genes from iCCA RNA-Seq data. **d** *DEFB1*, *ID3*, and *LAD1* genes were identified as being significantly upregulated in iCCA, and *RNASE4* was identified as a downregulated gene in iCCA compared to normal tissue-matched control. Error bars are means ± SEM. *P* values were obtained from Student’s *t*-test

## Discussion

The major pathological consequences of liver fluke infection are persistent irritation and chronic inflammation of the bile duct epithelium via direct contact with worms and their ESPs. These combined actions confer the initiation, propagation, and development of more severe hepatobiliary diseases, including cholangitis, cholecystitis, cholelithiasis, and even CCA [21]. The complications associated with this infection depend on the duration of infection, worm burden, location of the worms, and the susceptibility of the host [6, 7]. In the present study, we profiled the differentially regulated gene expressions in three-dimensional cholangiocyte spheroids continuously exposed to *C*. *sinensis* ESPs and analyzed the transcriptional regulation of the genes involved in liver fluke-associated hepatobiliary disorders by mimicking the initiation and progression of prolonged infection *in vivo*. The findings indicated that ESPs exhibit pathogenic effects and extracellular matrix changes on human cholangiocyte H69 cells, subsequently leading to immune responses.

Three-dimensional multicellular spheroids from various mammalian cells display higher similarity to physiological tissues in genotypic and phenotypic aspects than monolayer cells, recapitulating better *in vivo* biological or pathological processes [13, 14]. Three-dimensional cultures of cholangiocyte organoids/spheroids have been generated from human-induced pluripotent stem cells [19], cholangiocytes of polycystin-2 defective mice [22], and cholangiocytes of normal or primary sclerosing cholangitis patients [23]. The previous studies demonstrate that these spheroids are useful models to explore the pathological mechanisms of various hepatobiliary disorders as well as being applicable for new therapeutic targets and drug screening. In the present study, the uniform sizes and biliary epithelial properties of H69 cholangiocyte spheroids were maintained in entire *C*. *sinensis* ESP treatment periods under serum-free conditions (Fig. 1). This is particularly important for transcriptome analyses, in which morphological viability differences and binding of ESP components to serum proteins may confound the interpretation of actual ESP-dependent changes in transcriptomic expression. Serum-free conditions were also reported in the spheroid culture of cholangiocyte progenitors or primary human hepatocytes, once their formations were sufficiently compact. Furthermore, transcriptomic and proteomic analyses revealed that these spheroids resembled the *in vivo* biliary epithelia and liver, respectively [19]. To our knowledge, this is the first report to apply the spheroid culture to an *in vitro* chronic helminth infection model.

Proteomic ESP analyses from *C. sinensis* adult worms revealed that abundant proteins were detoxifying enzymes (glutathione *S*-transferase and thioredoxin peroxidase), myoglobine, and a number of cysteine proteases [24]. The ESPs from liver flukes function as potent inducers of infection-related pathogenesis in host cells, inducing proliferation, inflammation, and disruption of redox homeostasis. These pathophysiological changes make cells vulnerable and create an environment for malignant transformation [8, 25]. Protein components from *O. viverrini* ESPs, including cathepsin F-like cysteine protease [26], granulin-like growth factor [27], and thioredoxin [28], have been characterized and immunohistochemically detected in biliary epithelia surrounding flukes in infected hamster livers. In particular, recombinant granulin-like growth factor accelerated repair of wounds in the skin of mice and cultured human cholangiocytes, but also promoted a carcinogenic microenvironment [29]. Its homologue was also reported in *C. sinensis* adult worms, whose overexpression induced mesenchymal characteristics of CCA and hepatocarcinoma cells via the activation of ERK-PI3K/AKT signaling pathways [30]. An immunogenic feature of *O. viverrini* ESPs appears to be their internalization in H69 cells via endocytosis pathways, contributing to immune-mediated pathogenesis [31]. Consistent with this, we present compelling evidence that *C. sinensis* ESPs promote host immune responses in cholangiocyte spheroids (Figs. 4 and 5). It is of interest to examine whether the ESPs are internalized in H69 spheroids in the same manner as they are in a two-dimensional monolayer culture. The involvement of *C. sinensis* ESPs in tumor promotion is supported by a recent finding that ESPs facilitate the acquisition of more malignant CCA cell characteristics in three-dimensional microfluidic co-culture with normal cholangiocytes [20].

The microarray and RNA-Seq are different platforms regarding calculation of gene expression. The microarray indirectly measures the fluorescence signal intensity from the hybridization between expressed transcripts and target probes, while RNA-Seq directly measures an amount of RNA transcripts by sequencing. The advantage of RNA-Seq compared to the microarray is that it provides an unbiased and quantitatively correct insight into all expressed transcripts [32]. Previous studies have compared these two transcriptomic platforms [32–35]. These studies generally indicate that RNA-Seq shows a broader dynamic range than microarrays and that the two platforms present reasonable DEGs (50–60%). In the ESP-treated H69 spheroids in this study, 185 and 63 probes were found to be significantly upregulated and downregulated, respectively, corresponding to 209 genes (*p* < 0.01, FC > 2). RNA-Seq was performed to validate the microarray results, and the gene expression patterns in both transcriptome platforms were well matched for 209 significant genes (Fig. 3). Our study evaluated the potential utility of RNA-Seq for mechanistic oncological investigations with more depth by using ESPs on three-dimensional H69 spheroids and in a context relevant to exploratory oncological studies in the pharmaceutical industry.

The GO analysis demonstrated that the DEGs were mainly classified into immune system processes, the extracellular region, and the extracellular matrix. Among the upregulated genes, four genes (*XAF1*, *TRIM22*, *CXCL10* and *BST2*) were selected for confirmation using quantitative RT-PCR, resulting in 100% similar expression patterns in microarray and RNA-Seq (Fig. 5). Among the immune response genes, we found *XAF1*, a tumor suppressor gene that inhibits the antiapoptotic effect of XIAP [36]. Tu et al. showed that *XAF1* overexpression could arrest the cell cycle in the G2/M phase, upregulate cell cycle‐associated protein p21, and downregulate the expressions of cyclin B1 and cyclin-dependent kinase 2 [37]. Interestingly, other studies have found that overexpression of *XAF1* can inhibit the tumor cell growth of lung cancer, liver cancer, and colon cancer through the induction of apoptosis and an increase in the sensitivity to radiotherapy and chemotherapy [38]. Tripartite motif containing (TRIM) family proteins have been shown to regulate antiviral innate immune responses. The TRIM22 protein has recently been revealed to inhibit hepatitis B virus (HBV) infection in humans. There have been some studies concerning TRIM22 in various human cancers. One study reported TRIM22 downregulation in breast cancer cell lines and tissues compared with non-malignant mammary epithelial cell lines and normal breast tissues [39]. Another study compared the transcriptional levels of TRIM family genes in non-small cell lung cancer and normal bronchial epithelial cell lines [40]. TRIM22 was one of ten TRIM genes upregulated in a cancer cell line. Thus, the function and status of TRIM22 in human cancer cells are somewhat vague and might be tissue-specific [41]. Epithelial to mesenchymal transition (EMT) is a vital process in the conversion of early stage tumors into invasive malignancies, and it has been shown that EMT is associated with lung cancer invasion and metastasis [42]. TRIM22 promotes the invading ability of lung cancer cells via the downregulation of E-cadherin and upregulation of N-cadherin [43]. Exogenous CXCL10 inhibited bleomycin-induced fibrosis and reduced the migration of fibroblasts in response to alveolar lavage fluid. The CXCL10 knockout mice also showed increased pulmonary fibrosis [44]. Embedment of cancer cells in the basement membrane matrix reveals that downregulation of BST2 shows invadopodia formation, extracellular matrix degradation, and subsequent cell invasion [45]. In the context of CXCL10 and BST2 roles during liver fluke infection, they may participate in the host defense mechanism such as the immune response at the early stage of the infection. Their continuous dysregulations at the chronic stage, however, may promote cell adhesion/migration, which contributes to the progression of liver fluke-associated hepatobiliary disorders.

Here we found significant DEGs using the public iCCA RNA-Seq data (Fig. 6). The transcriptions of three genes (*DEFB1*, *ID3*, and *LAD1*) were upregulated in iCCA, and the expression of *RNASE4* was significantly downregulated in iCCA. *DEFB3* has been shown to be upregulated by HBV, and this upregulation substantially prevented intrauterine transmission of HBV to infants [46]. As *DEFB1* has been shown to be upregulated in cirrhotic liver disease [47], we found that the expression of *DEFB1* was significantly increased in ESP-treated H69 spheroids. 

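DEFB1, an antimicrobial peptide of epithelia, rose on the arrays by a log2 fold change of 1.00 after 10 days with ESPs (standard error 0.09, adjusted p = 3.82e-05), from a signal of 8.78 ± 0.04 to 9.78 ± 0.01 (log2, mean ± SD, n = 2 arrays each). At day 5 its log2 fold change was 0.28 (standard error 0.09, adjusted p = 0.157), which did not pass the test, and its level was higher at day 10 than at day 5 by 0.72 (adjusted p = 0.00112). Other genes of this kind rose with it. Of 28 listed acute-phase and antimicrobial proteins, the 9 named rose at day 10 (9 when adjusted over the list alone), 7 of them at day 5 (9 when adjusted over the list alone), and 8 were higher at day 10 than at day 5. They include the calprotectin subunit S100A8 (1.56, adjusted p = 8.45e-06), the elastase inhibitor PI3 (1.43, adjusted p = 7.78e-06), SAA1 (1.44, adjusted p = 7.44e-06) and the complement inhibitor SERPING1 (1.06, adjusted p = 0.000107). All 9 are genes of Table S3, chosen by the study on these arrays, so their direction is not independent evidence. This choice for change at day 10 also favours day 10 over day 5 and, through the shared day 0 arrays, rises at day 5. All p-values are from limma.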

Consistent with our findings, differential transcriptom profiling in mouse liver infected with *C. sinensis* metacercariae revealed that the expressions of genes involved in immune responses and cell-cycle regulation were modulated [48]. Recent DEGs from the bile ducts of rats infected with *C. sinensis* have also shown the dysregulation of signal transduction pathways participating in defense responses [49].

## Conclusions

Continuous mechanical and chemical irritation during chronic *C*. *sinensis* infection can cause severe hepatobiliary disorders, including CCA. Using microarray and RNA-Seq, dynamic transcriptome analyses were performed in three-dimensional cholangiocyte spheroids repeatedly exposed to *C*. *sinensis* ESPs, mimicking chronic *in vivo* infection. We found some dynamic transcriptional changes and related gene-centered functional ontology, including immune system processes, cytokine-mediated signaling pathways, and the extracellular matrix. Our findings enable an understanding of the pathological pathways that underlie the etiology of *C. sinensis*-associated CCA, and this information provides a novel target for early diagnosis, chemoprevention, and treatment of this fatal bile duct cancer.

## Supplementary Information

**Additional file 1: Figure S1.** Silver-stained gel image of ESPs after SDS-PAGE. Lane M: MW markers; lane 1: 4 μg of ESPs. **Figure S2.** Normalization plot of microarray data. **a** Before and after quantile normalization. *Y*-axis shows log_2_ of microarray signal intensity and *X*-axis shows samples that were included for this study (H69 spheroids) and HuC cells. **b** Signal density plot designated the overall expression patterns in each sample and shows matched density distribution after quantile normalization. **c** Number of significantly detected probes showing *P*-value < 0.05 in all groups. **Figure S3.** Pearson’s correlation plot showing the similarities among groups. 

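The deposited signals of the H69 spheroids, which are those after normalization, are on one distribution. On each of the 6 arrays of H69 spheroids the deposited log2 signal ran from 5.92 to 15.93, the lowest detected signal lay between 6.92 and 6.95, and 19258 of the 47323 probes were detected on all 6 arrays. Levels near 6.9 are thus at the background, as those of MMP7 were at day 0 and day 5. Pearson's r across all probes lay between 0.995 and 0.997 for replicates of a group and between 0.989 and 0.995 for arrays of different groups, and the lowest values were those of day 0 against day 10, 0.989 to 0.99. These correlations are across probes, which are not independent replicates, and describe the arrays only. The arrays of HuC cells that the plots also show were not analysed here.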

The matched correlation plot was generated between samples. Upper right numbers designate the correlation coefficiency and left below graphs shows the gene expression patterns between two different samples. **Figure S4.** Gene ontology analysis and enriched pathway for immune responses. Gene ontology analysis shows the critical biological pathways of the immune responses. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. **Figure S5.** Gene ontology analysis and enriched pathway for cytokine-related pathway. Gene ontology analysis shows the critical biological pathways involved in the cytokine-mediated signaling pathway. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. **Figure S6.** Gene ontology analysis and enriched pathway for immune system process. Gene ontology analysis shows the critical biological pathways involved in immune system process. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. **Figure S7.** Gene ontology analysis and enriched pathway for expanded immune system process. Gene ontology analysis shows the critical biological pathways involved in the immune system process. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. **Figure S8.** Gene ontology analysis and enriched pathway for response to stimulus. Gene ontology analysis shows the critical biological pathways involved in response to stimulus. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. **Figure S9.** Gene ontology analysis and enriched pathway for response to ESPs. Gene ontology analysis shows the critical biological pathways involved in response to ESPs. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups.

**Additional file 2: Table S1.** Microarray data for ESP-treated H69 spheroids.

**Additional file 3: Table S2.** RNA-Seq data for ESP-treated H69 spheroids.

**Additional file 4: Table S3.** Differentially expressed genes in ESP-treated H69 spheroids.

**Additional file 5: Table S4.** Common 69 DEGs from microarray and RNA-Seq results across the patient RNA-Seq samples.

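The 69 genes of Table S4 are all among the genes of Table S3, so they were chosen partly on these arrays and their direction here is not independent evidence. In the spheroids, 53 of them rose and 16 fell at day 10 (limma, adjusted p under 0.05, brightest probe of each gene). At day 5, 35 had risen and 5 had fallen, and 29 had not passed the test. The choice for change at day 10 also favours changes at day 5, since the day 0 arrays are shared. Between day 5 and day 10, 34 rose and 14 fell. Of the 4 genes that the paper singles out, the inhibitor of differentiation ID3 rose at day 10 with a log2 fold change of 1.23 (standard error 0.17, adjusted p = 0.000565), the basement membrane protein LAD1 rose with 1.66 (standard error 0.105, adjusted p = 4.73e-06) and the secreted ribonuclease RNASE4 fell by 1.76 (standard error 0.11, adjusted p = 4.73e-06). At day 5 the log2 fold change of ID3 was 0.37 (adjusted p = 0.336), that of LAD1 0.85 (adjusted p = 0.00267) and that of RNASE4 -0.60 (adjusted p = 0.0231). Other members at day 10 were the fatty acid carrier FABP5, which rose by 1.66 (adjusted p = 2.65e-06), and the adhesion protein FLRT3, which rose by 1.45 (adjusted p = 5e-06).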

## Data Availability

The data supporting the conclusion of this article are provided within the article and its additional files. The original datasets analyzed in this study were deposited in NCBI, GEO (accession number: GSE168792).

## Abbreviations

CCA: Cholangiocarcinoma
ESPs: Excretory-secretory products
Ck-19: Cytokeratin 19
EGF: Epidermal growth factor
PBS: Phosphate-buffered saline
BSA: Bovine serum albumin
qRT-PCR: Quantitative real time-polymerase chain reaction
FPKM: Fragments per kilobase of transcript per million mapped reads
DEG: Differentially expressed gene
GO: Gene oncology
PCA: Principal component analysis
FC: Fold change
DET: Differentially expressed transcript
ECM: Extracellular matrix
XAF1: XLAP-associated factor 1
TRIM22: Tripartite motif containing 22
CXCL10: C-X-C motif chemokine ligand 10
BST2: Bone marrow stromal cell antigen 2
GAPDH: Glyceraldehye-3-phosphate dehydrogenase
GEO: Gene expression omnibus
DEFB1: Defensin β1
ID3: Inhibitor of DNA binding 3
LAD1: Ladinin 1
RNASE4: Ribonuclease A family member 4

# Supplementary material for: Transcriptomic profiling of three-dimensional cholangiocyte spheroids long term exposed to repetitive Clonorchis sinensis excretory-secretory products
**Source:** Parasit Vectors. 2021 Apr 20;14:213. doi: 10.1186/s13071-021-04717-2

Additional File: Figure S1

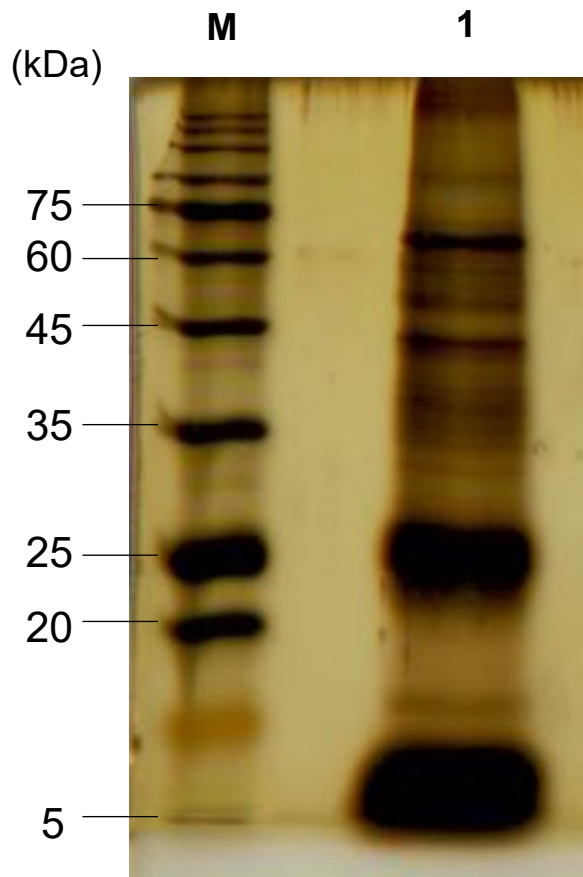

Additional File: Figure S2

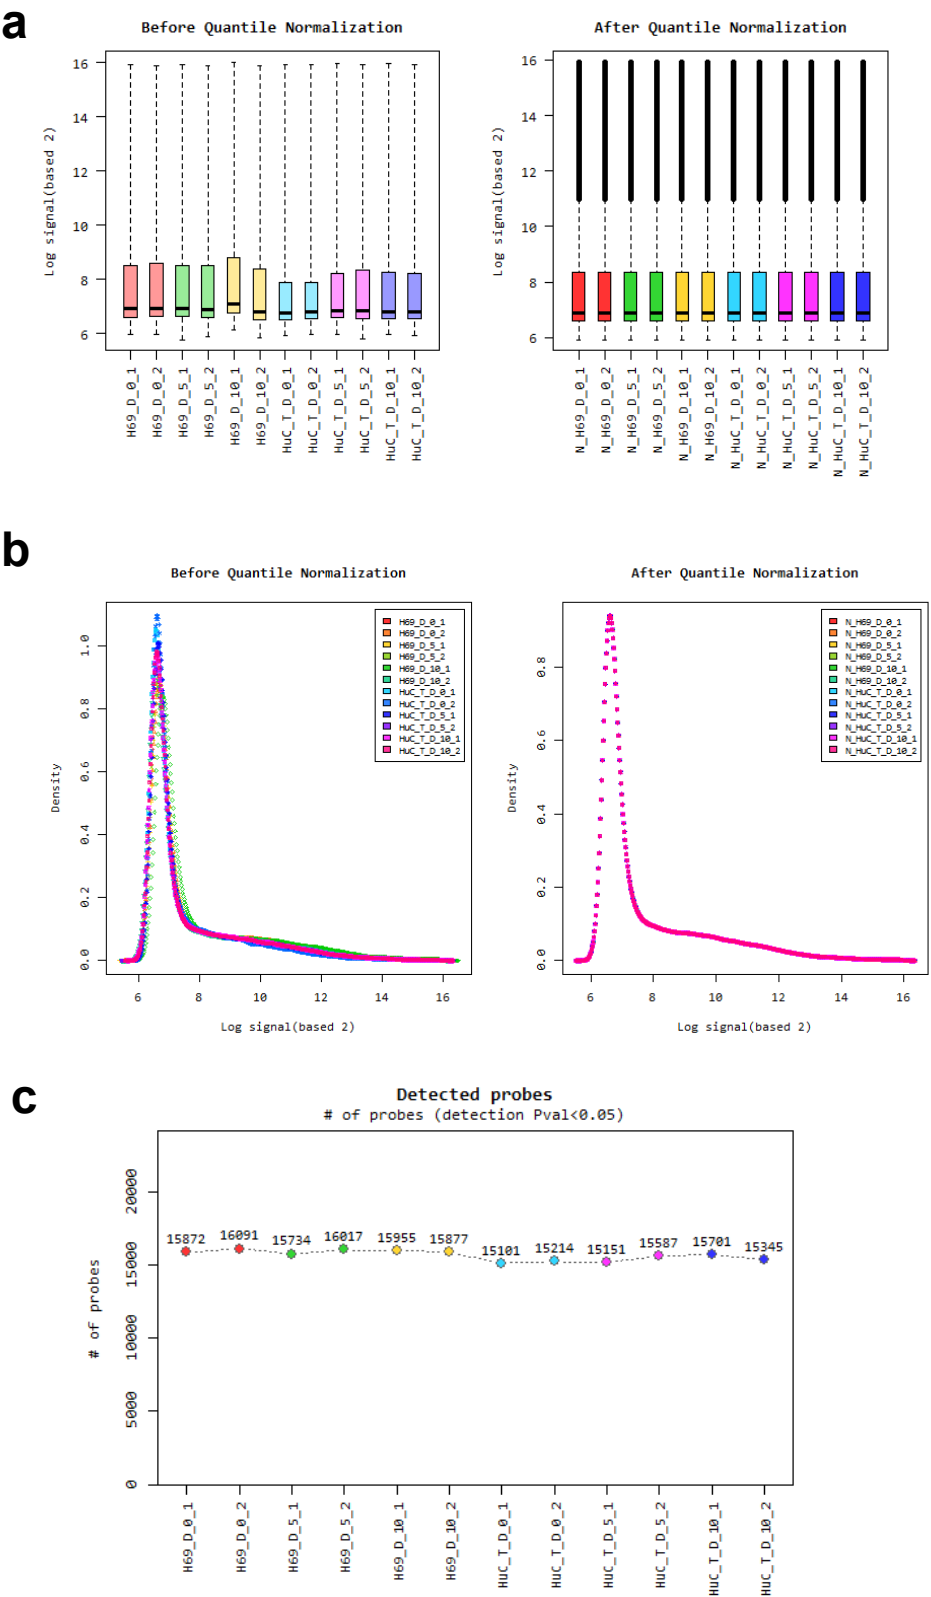

Additional File: Figure S3

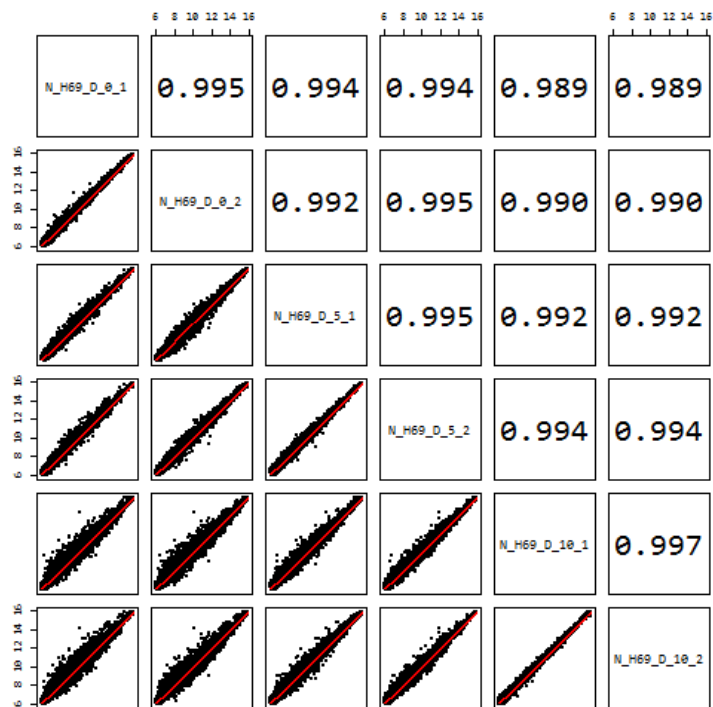

Additional File: Figure S4

Common at D10 - Process

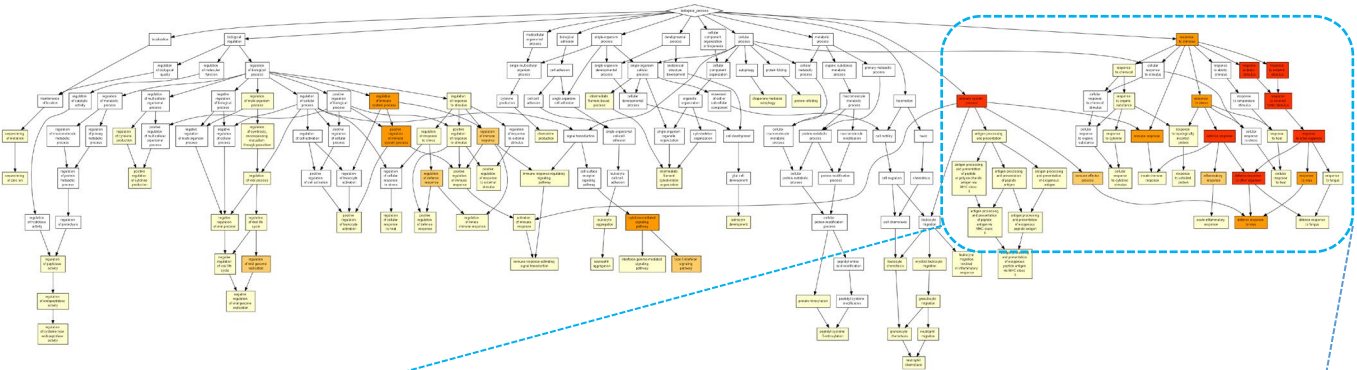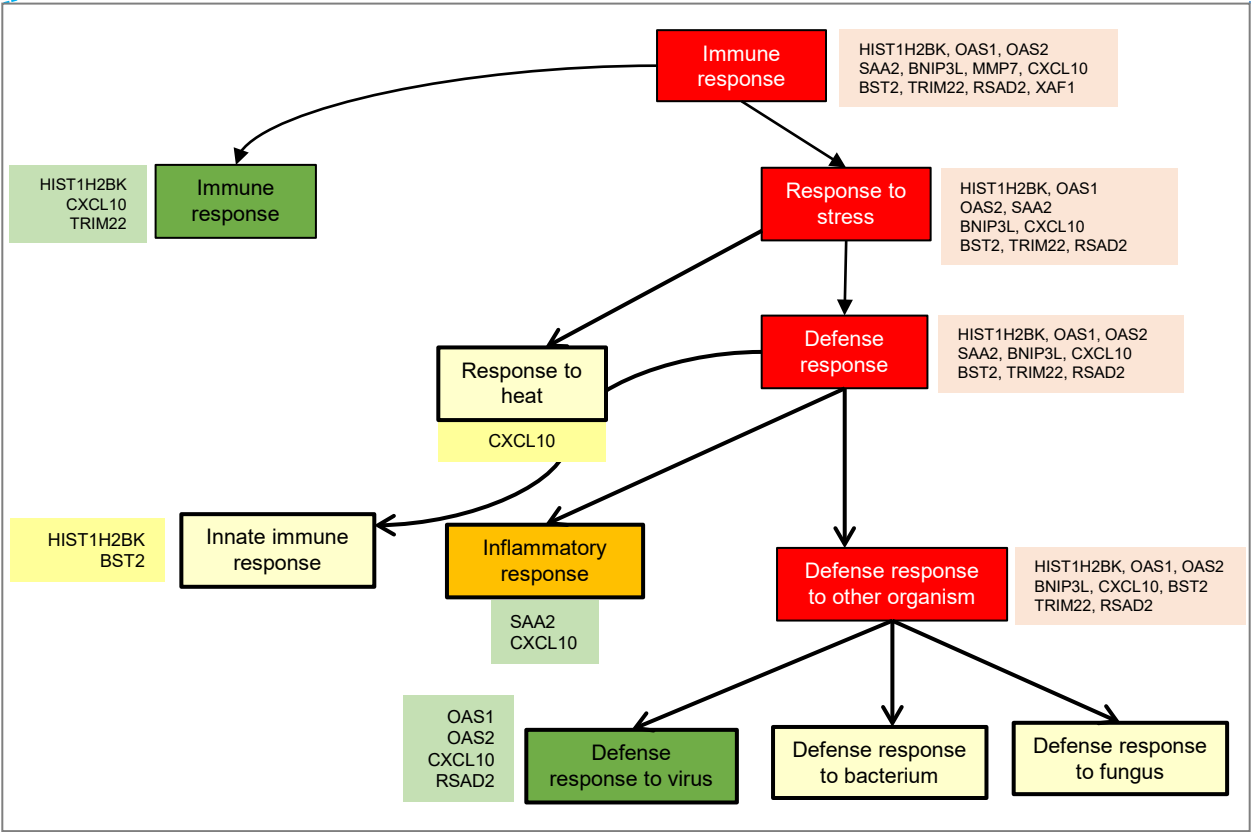

Additional File: Figure S5

H69 D0 vs D10 - Process

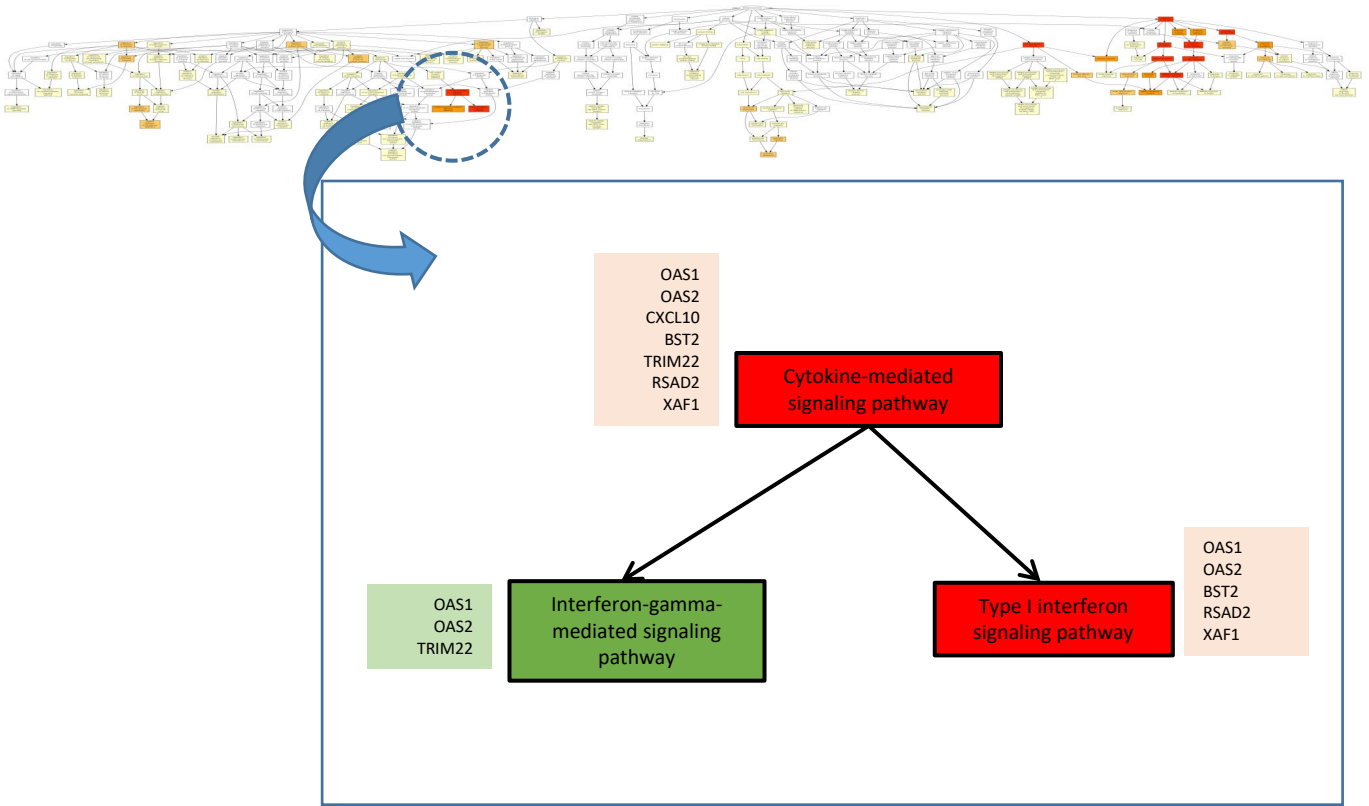

Additional File: Figure S6

H69 D0 vs D10 - Process

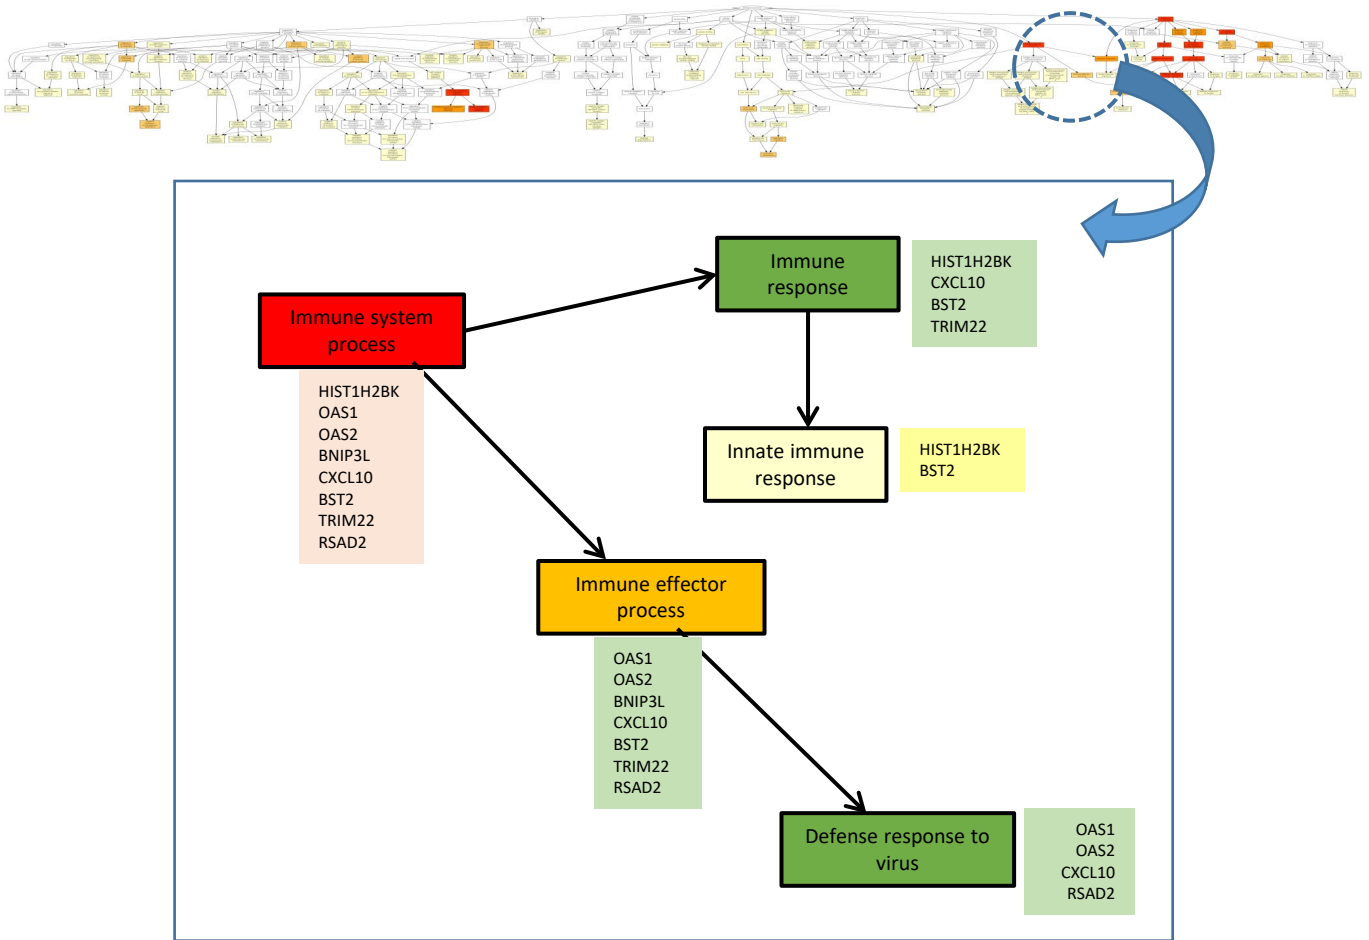

Additional File: Figure S7

H69 D0 vs D10 - Process

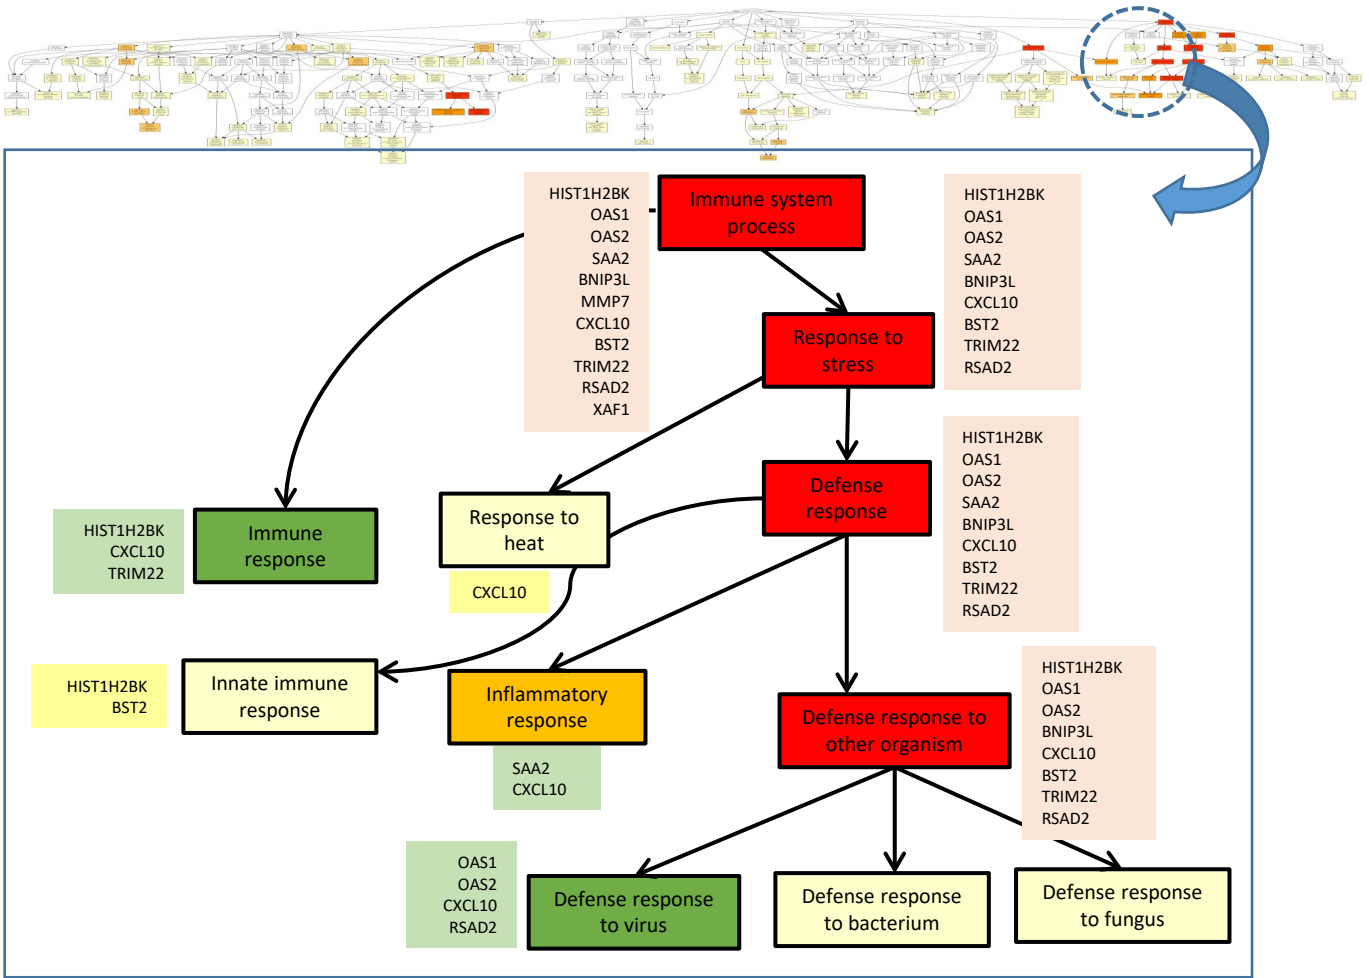

Additional File: Figure S8

H69 D0 vs D10 - Process

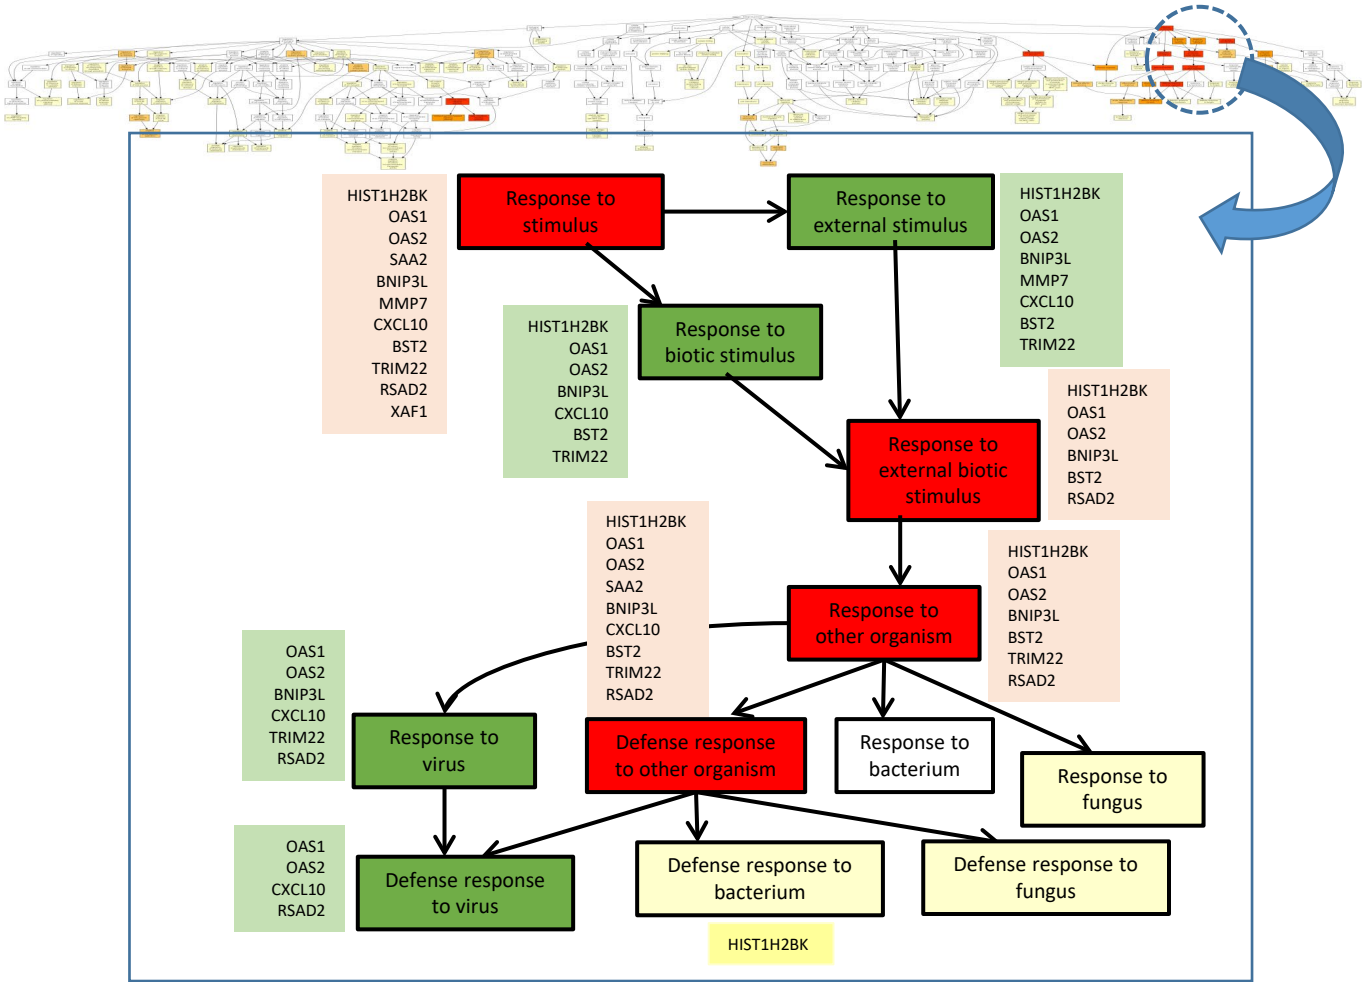

Additional File: Figure S9

H69 D0 vs D10 - Process

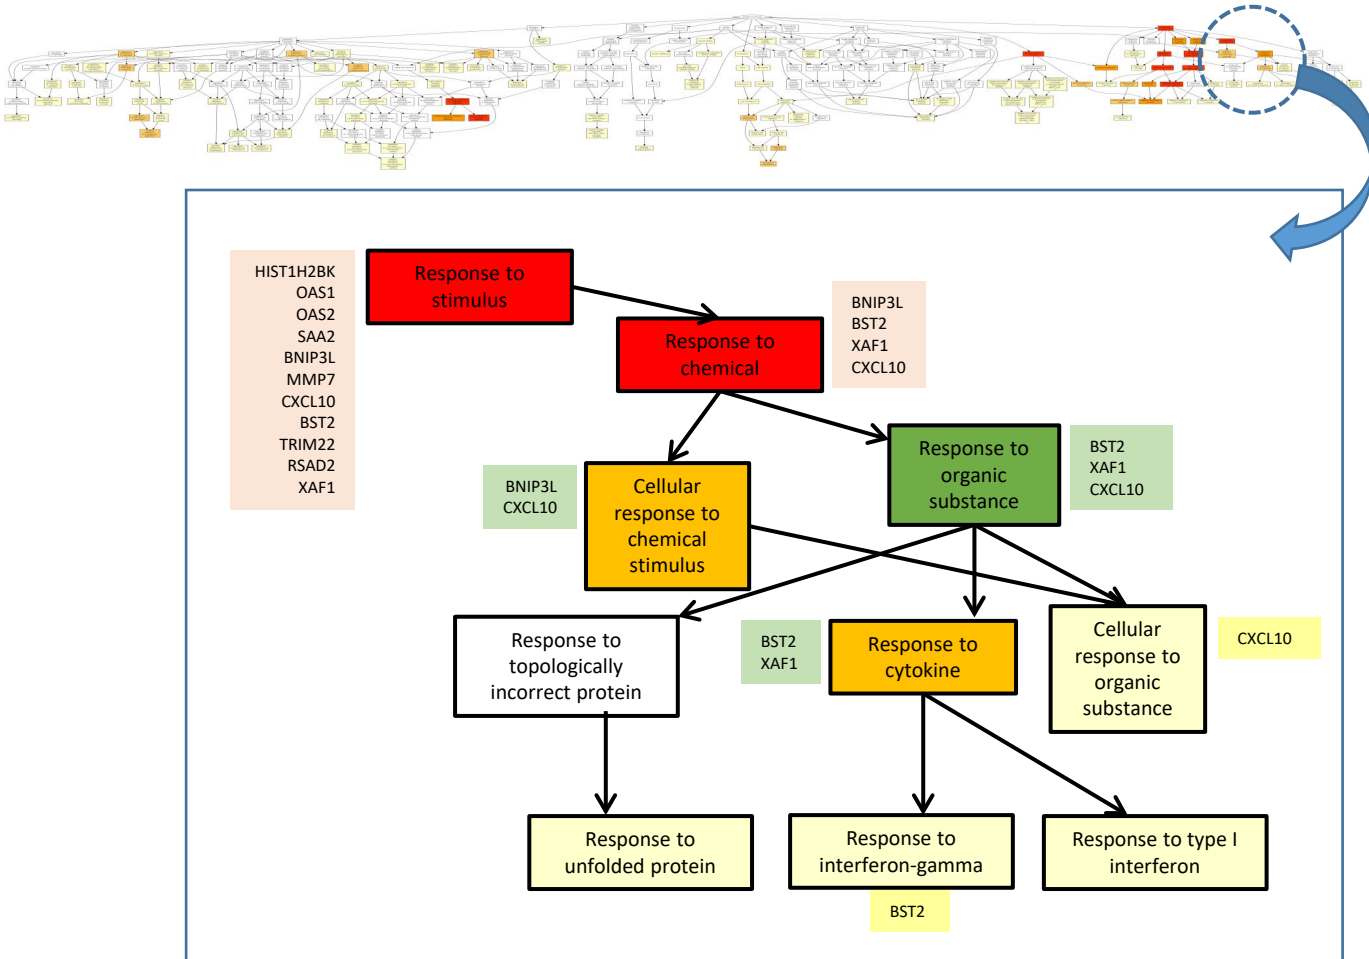

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Silver-stained gel image of ESPs after SDS-PAGE. Lane M: MW markers; lane 1: 4 μg of ESPs. Figure S2. Normalization plot of microarray data. a Before and after quantile normalization. Y-axis shows log2 of microarray signal intensity and X-axis shows samples that were included for this study (H69 spheroids) and HuC cells. b Signal density plot designated the overall expression patterns in each sample and shows matched density distribution after quantile normalization. c Number of significantly detected probes showing P-value < 0.05 in all groups. Figure S3. Pearson’s correlation plot showing the similarities among groups. The matched correlation plot was generated between samples. Upper right numbers designate the correlation coefficiency and left below graphs shows the gene expression patterns between two different samples. Figure S4. Gene ontology analysis and enriched pathway for immune responses. Gene ontology analysis shows the critical biological pathways of the immune responses. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. Figure S5. Gene ontology analysis and enriched pathway for cytokine-related pathway. Gene ontology analysis shows the critical biological pathways involved in the cytokine-mediated signaling pathway. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between the day 0 and 10 ESP-treated H69 spheroid groups. Figure S6. Gene ontology analysis and enriched pathway for immune system process. Gene ontology analysis shows the critical biological pathways involved in immune system process. GO-related and assigned gene names are shown in the colored box. The GO plot and overall analysis was performed by using the differentially expressed genes between

How the deposited data were processed for this re-analysis (not part of the article)

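RNA of H69 cholangiocyte spheroids was measured on 6 Illumina HT-12 bead arrays: 2 of untreated spheroids (day 0), 2 after 5 days and 2 after 10 days with ESPs at 4 μg/ml. The paper describes 2 independent experiments for the arrays, and the groups were taken from the sample labels and the paper. RNA-Seq of the spheroids (1 library per time point) entered only as the values of Table S2, and the patient tissues of the paper were not analysed here.

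The authors extracted the signals with GenomeStudio 2011.1 and deposited them as log2 values in 2 tables, with GenomeStudio's detection p-value beside each signal in one of them. Both tables were quantile-normalized by the authors between arrays before they were deposited: sorted columns differed by at most 0.00144 in the table with detection p-values and by 0.00154 in the other, and the tables differed from each other by at most 0.0184. Within 5e-05, the first equals Table S1 in the 1841 entries at hand, and the second equals the signals of the 248 probes of Table S3. Whether background was subtracted is not given in the sources used here. Detection p-values compare a probe with the negative controls of its array and were used as the authors deposited them.

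The table with detection p-values was analysed. Of 47323 probes, 23650 with a detection p under 0.05 on at least 2 of the 6 arrays were tested, and 23673 were left out. Between 21716 and 22390 probes were detected per array. A linear model with the 3 groups was fitted per probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, residual degrees of freedom 3, prior degrees of freedom 8.25), and p-values, all two-sided, were adjusted by the Benjamini-Hochberg method. Day 10 and day 5 were each compared with day 0, and day 10 with day 5. The first and second comparison share their day 0 arrays, so no overlap between them was tested. Probes were counted at the paper's thresholds (adjusted p of 0.01 or less, at least 2-fold) and at an adjusted p under 0.05. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

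The steps were tested on simulated data: arrays were drawn from the means and fitted spread of the 23650 probes, and 200 probes were changed by known factors. In the comparison of day 10 with day 0, 89.6% of the 1.5-fold changes and 100% of the 2-fold and 4-fold changes were called at an adjusted p under 0.05, with 12 false calls among 205 (5.85%). In that of day 5 with day 0 these shares were 94%, 100% and 100%, with 14 false calls among 210 (6.67%). No unchanged probe passed the paper's thresholds (0). Probes and arrays were drawn independently, without effects shared by replicates. In the data, the replicate differences of day 0 and day 5 correlated across probes with r = 0.435. These rates therefore do not measure the false calls among the real ones.

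Gene names came from the paper's Tables S1 and S3, since the deposited tables give probe identifiers. The copy of Table S1 at hand holds its first 1841 of 47235 entries, which run alphabetically to ATM. In all, 2077 probes were named and 2052 of them have a current symbol in the gene table of GRCh38.p14; symbols are printed as the paper's tables give them. Where a gene had several probes, the probe with the highest mean over the 6 arrays was used. A group with no detected array gives a lower bound of a fold change, from the higher of its signal and the lowest detected signal of each array.

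Before the data were examined, but after Table S3 had been read, 36 lists of genes by function and the rule for named genes were set: every gene the paper discusses for the spheroids, the 15 largest rises and 10 largest falls at day 10 and at day 5 among probes whose arrays did not overlap, and up to 4 members of each list with the largest change at day 10. Further list members named in the text were chosen after their values were seen. Tests of lists as sets (camera) had been planned and were not run, because the names available are a part of the table and the study's own selection. List members are therefore given as counts. No interferon or interferon receptor, cell-cycle, glucocorticoid target, fibroblast or endothelial gene of the lists has a named probe. GAPDH, MKI67, KRT19, CDH1, CDH2, CDKN1A, CCNB1, CDK2 and XIAP were not analysed here for the same reason.

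Alternatives set at the same time were the second deposited table, normexp background correction from the detection p-values with offset 16 and renewed quantile normalization (limma's neqc, applied to signals that were already quantile-normalized), other detection filters, a prior with trend and robust estimation, the methods' t-test, a z-test with the spread pooled over probes of similar signal (local pooled error, 100 intensity classes and a spline of 10 degrees of freedom), fits of only the groups compared, leaving out each array, and the replicate number as a block. In the pooled-error test the factor of π/2 on the variance, which is part of that published method, was settled after 16 versions had been run beside the adjusted p-values of Table S3; the counts at the paper's thresholds were the same with and without it. The methods' t-test is the Student's t-test that the paper's methods name without tying it to the arrays. With 2 arrays per group it has few degrees of freedom and little power after adjustment over all tested probes. A filter added later for correlations is named in the closing section.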

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

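The fits behind these tests were set before, but which tests to apply to each pattern was chosen after the result was seen, except for that of the brightest probes.

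Day 10 and day 5 were compared directly, and the largest differences among named genes follow (log2 difference of day 10 over day 5, limma). MMP7 differed by 2.28 (standard error 0.30, adjusted p = 0.0015); since it was below background at day 5, this is at least a 4.3-fold rise. KRT6A differed by 2.199 (standard error 0.09, adjusted p = 1.56e-06), the calcium-binding protein S100P by 1.97 (standard error 0.11, adjusted p = 1.03e-05), SERPINA3 by 1.88 (standard error 0.12, adjusted p = 3.68e-05) and CXCL10 by 1.78 (standard error 0.10, adjusted p = 1.03e-05). The largest differences downward were those of ALDH3A1 (-1.46, adjusted p = 0.000205), the kinase CAMK2B (-1.36, adjusted p = 0.000297), SRGAP3 (-1.32, adjusted p = 0.000351), DENND2A (-1.29, adjusted p = 0.000205) and BMF (-1.26, adjusted p = 0.000268). Of the genes measured by qRT-PCR, XAF1 (0.91, adjusted p = 0.00578) and BST2 (1.04, adjusted p = 0.0292) were also higher at day 10. Outside Table S3, 4 named genes passed the study's thresholds at day 10: the angiotensin precursor AGT with a log2 fold change of 1.41 (adjusted p = 1.36e-05), the lipoprotein APOB with 1.27 (adjusted p = 1.37e-05), ANKRD41 with 1.02 (adjusted p = 2e-04) and alkaline phosphatase ALPL. ALPL was below background on the day 0 arrays, and its fitted log2 fold change of 1.23 (adjusted p = 2.41e-05) stands for at least a 1.92-fold rise.

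All 6 named MHC class II genes were higher at day 10 than at day 5, with a median log2 difference of 1.07. All 6 are genes of Table S3, chosen on these arrays for their change at day 10. Of the 248 probes of Table S3, 194 moved in their direction between day 5 and day 10 and 0 moved back (limma). A count of 6 of 6 thus does not set apart the MHC class II genes. Interferon-stimulated genes were set out together with them before the counts were seen and were then left out of this pattern, because 9 of 25 were higher at day 10 than at day 5. An explanation by one array of day 5 or day 10 is argued against: at least 5 of the 6 stayed called with any of these arrays left out, the lowest count being that without day 10 replicate 2. Background shared by the arrays shrinks a log2 difference between day 10 and day 5 and does not make one; normexp background correction enlarged that of each of the 6 genes, to a median of 1.37, and decides nothing further. It left 5 of the 6 called: HLA-DMA differed by 0.702 before it (adjusted p = 0.00457) and by 0.766 after it (adjusted p = 0.0563), and the cause was not tested. Days in serum-free culture and ESPs cannot be told apart, because there are 0 untreated arrays after day 0; a further rise of antigen presentation under ESPs stays open as a hypothesis.

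At day 10, 75.4% of the probes past the study's thresholds rose, against 49.4% of those at an adjusted p under 0.05. Background compresses the falls of dim probes. Among the 5913 tested probes with the highest mean signal, 79 of the 121 changes past the thresholds were still rises, or 65.3%. The exact 95% binomial interval was 56.1 to 73.7. It treats the probes as independent, which probes of the same arrays are not, so it is likely too narrow. The mean was taken over all arrays, those of day 10 included. A rise at day 10 thus helps a probe into this set, and a fall keeps it out. How far background compresses a fall depends also on the level at day 0, by which the probes were not chosen. The share therefore cannot decide whether background is the whole cause, and it has no error that reflects the few arrays. No single array made the excess, as the lowest share of rises with an array left out was 67.3%, without day 0 replicate 1. A larger size of rises than of falls in the treated spheroids, from ESPs or from the days in culture, stays open and was not tested.

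Past the study's thresholds at day 10, 53 probes lie outside Table S3. A filter on detection on all 6 arrays does not account for all of them, since 75.5% pass it. Nor do the other deposited values, on which 100% of the 53 passed. With a test that pools the spread over probes of similar signal, 100% passed as well. The filter behind the paper's own, smaller set of filtered probes is not described and could not be applied. Whether that filter or another step left the 53 out stays open, and no biological explanation was tested.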

How the results depend on the processing

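The filter on 2 arrays for correlations was chosen after seeing the data; the pooled-error test was set before, but its variance factor was settled after it had been run beside Table S3. The other alternatives reported here were set before.

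Counts are given as day 10 over day 0, day 5 over day 0 and day 10 over day 5, first at the study's thresholds (297, 25 and 79) and then at any size (4770, 477 and 1501). The second deposited table, the other detection filters and the prior with trend left all 6 counts within 1.5 times. With normexp background correction they were 524, 2 and 6, then 3134, 68 and 370; at day 5 rises made up 77.9% of the 68 and 59.3% of the 477. With the methods' t-test 149, 15 and 27 passed the thresholds at its unadjusted p, and 0, 2 and 0 after Benjamini-Hochberg adjustment, where the unadjusted limma p was under 0.05 for 7675, 3594 and 5383. The pooled-error test gave 268 at day 5 at any size, and a fit of only the groups compared gave 220.

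Without one array in turn, where the lone array of a group is assumed to vary like the other groups, the counts ranged from 286 to 326, 23 to 38 and 63 to 113, then 1948 to 5372, 181 to 653 and 265 to 2235. The 38 came without day 0 replicate 1 and without day 5 replicate 2. At any size, 1948 and 1968 came without day 10 replicate 1 and 2 and 3163 without day 0 replicate 1; 181 without day 0 replicate 2, 263 without day 5 replicate 1 and 220 without either day 10 array; and 296, 265 and 587 without day 10 replicate 1, day 10 replicate 2 and day 5 replicate 1. Fewer arrays leave fewer degrees of freedom; the other causes were not tested.

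With the replicate block, 1022 probes changed at day 5 and 2813 between the treated groups, including all 477 and all 1501, and at day 10 all 4770. Other settings did not keep all main calls. The pooled-error test shared 223 of its 268 calls at day 5 with the 477. Without day 5 replicate 2, the larger sets at day 5 and between the treated groups also lacked part of the main calls. Replicates share a number, with correlations of their differences of 0.435 (day 0 and day 5), 0.078 and 0.087.

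Of the 248 probes of Table S3, 237 to 248 were called in their direction under the other settings. Of the 93 probes of the 69 genes, 91 to 93 were. With the methods' t-test 0 and 0 were called after adjustment. The paper does not tie this test to its arrays, and it has little power with 2 arrays per group. Its result therefore does not speak against these probes. Named members of the lists that changed numbered 137, 70 and 99. They were 18 at day 5 and 42 between the treated groups with normexp correction, and 0 in all 3 comparisons with the t-test. Without one array they ranged from 46 (without day 0 replicate 2) to 65 at day 5 and from 46 (without day 10 replicate 2) to 108 between the treated groups, with 56 without day 10 replicate 1. The 4 and 3 genes measured by qRT-PCR that rose at day 10 and day 5 became 0 and 0 with the t-test. Log2 fold changes near 0 changed sign without one array. At day 10 that of ALB ranged from -0.071 to 0.144 and that of ALDOC from -0.179 to 0.118. That of AQP1 ranged from -0.12 to 0.14 and that of ASNS from -0.046 to 0.073. The difference of GBP2 between the treated groups ranged from -0.088 to 0.115. The ratio of distances between and within groups was 1.23 to 1.64, against 1.58. The lowest r was 0.989, 0.984 over tested probes and 0.981 over probes detected on all arrays.

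Not run were camera tests (names cover a part of the probes), median scaling and no normalization (deposited values are quantile-normalized), and a slide block (no slides are named). The correlations already use all probes. Signals near 6.9 limit folds of dim probes.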

Differences from the paper's values

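The paper reports 7690 filtered probes, and the detection filter used here left 23650. Of the alternatives set before the data were examined, detection on all 6 arrays left 19258, a detection p under 0.01 on at least 2 arrays 19552 and no filter 47323, and none comes within 1.5 times. An unadjusted limma p under 0.05 at day 10, looked at after seeing the values, held for 7675 probes.

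The paper states an adjusted p of 0.01 or less and 2-fold for its volcano plots, whose axis is labelled as p. Past both lines Fig. 2d shows about 39 genes up and about 16 down, read by eye, where 224 and 73 probes passed at the adjusted p and 226 and 75 at the unadjusted p. The methods' t-test gave 108 and 41 at its unadjusted p, and no other alternative set before the data were examined came closer. Past both lines Fig. 2c shows about 1 up and about 4 down, read by eye. At the adjusted p 19 rose and 6 fell at day 5, so the falls are within 1.5 times of the figure and the rises are not; normexp background correction gave 1 up and 1 down, and every other alternative gave at least 13 up. At the unadjusted p there were 27 up and 7 down, and 6 down with the prior with trend and robust estimation. At 2-fold and any p, Fig. 2c shows about 7 up and about 22 down, read by eye, against 27 up and 8 down. Normexp background correction gave 29 down, leaving out day 0 replicate 1 gave 22 and leaving out day 5 replicate 2 gave 15, all within 1.5 times, while no alternative brought the rises down to the figure.

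For XAF1 at day 5 the array bar of Fig. 5 stands at about 1.1 (log2), read by eye, and the brighter probe gave 1.41. No alternative set before the data were examined brings this probe within its error, while the other probe gave 1.04. The mean of both gave 1.23, within the replicate SD; it had been set as an alternative for the gene lists and was applied to this bar after seeing the values. For BST2 at day 5 the bar of Fig. 5 stands at about 0.27 (log2), read by eye, against 0.98 here. The value was 0.73 without day 0 replicate 1 and 0.60 without day 5 replicate 2, both within the replicate SD of the arrays; every other alternative differed.

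The paper states that all probes of Table S3 moved the same way on the arrays and in RNA-Seq. In the part of Table S2 at hand, 5 of the 11 genes matched by symbol moved the same way at day 10 and 6 the opposite way. These are sums of the paper's FPKM values with their time labels as given, from 1 library per time point. Some of the differences are small or lie between low values, so their direction is uncertain. With day 0 and day 10 exchanged it would be 6 and 5. LOC401052, matched otherwise than by symbol, also moved the opposite way: its array log2 fold change was -1.185, and its FPKM was 2.27 at day 0 and 2.48 at day 10. The part does not hold XAF1, TRIM22, CXCL10 or BST2, for which the paper states the same pattern by arrays, RNA-Seq and qRT-PCR. ALDH3A1 fell by 1.93 on the arrays while the paper's FPKM was 1.02 at day 0 and 3.78 at day 10.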

Other observations

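Of 26 listed genes of fatty acid metabolism, 11 had a named probe, and at day 10 7 of them rose and none fell (8 when adjusted over the list alone; limma): the mitochondrial coactivator PPARGC1A with a log2 fold change of 1.81 (standard error 0.09, adjusted p = 1.21e-06), FABP5 with 1.66, the receptor PPARG with 1.04, the lipase LIPG with 1.03, the fatty acid transporter SLC27A2, at least 1.91-fold from a level below background, ACSL3 with 0.52 and ACLY with 0.34. ACSL1, ACADM, ACSL5 and ACACA did not pass the test, so of the 6 outside Table S3 only 2 rose. At day 5, 3 had risen (5 when adjusted over the list alone). In cholesterol synthesis, SC4MOL rose at day 10 with a log2 fold change of 1.20 (adjusted p = 0.0077) and ACAT2 with 0.60 (adjusted p = 0.00135). ACSL3, ACLY and ACAT2 are outside Table S3; the others were chosen by the study on these arrays and are not independent evidence.

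The aryl hydrocarbon receptor targets ALDH3A1 and TIPARP (-1.08, adjusted p = 6.85e-05), both of Table S3, fell at day 10, while the receptor AHR itself had a log2 fold change of 0.24 (adjusted p = 0.167; 2 fallen when adjusted over the list alone). Of the 4 named genes that respond to BMP and TGF-beta, also of Table S3, ID3, ID1 (1.12, adjusted p = 0.00533) and FST, at least 2.11-fold from a level below background, rose and DKK3 fell by 1.14 (3 and 1 when adjusted over the list alone). Of the FOXO and serum-withdrawal genes, all 4 named of Table S3, the ubiquitin ligase FBXO32 rose by 1.39 (adjusted p = 2.23e-05) and KLF2, KLHL24 and YPEL3 fell by 1.28, 1.28 and 1.20 (1 and 3 when adjusted over the list alone). Of 6 named genes of hypoxia and glycolysis, the peptide hormone ADM rose by 0.85, ANGPTL4 by 0.46 and ALDOA by 0.44, all outside Table S3, BNIP3L fell, ALDOC had -0.03 (adjusted p = 0.892) and ANKRD37 -0.26 (adjusted p = 0.123; 3 risen and 2 fallen when adjusted over the list alone). The clock gene PER2 fell by 1.17 and its counterpart ARNTL, outside Table S3, rose by 0.55 (1 and 1 when adjusted over the list alone). The Notch modifier LFNG fell by 1.17 and the ERK-induced phosphatase DUSP4 by 1.07, each the single named member of its list and of Table S3 (1 fallen each when adjusted over the list alone).

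Markers of cell types were few. Among 3 named cholangiocyte markers, TACSTD1, the gene of EpCAM and a member of Table S3, rose by 1.34 (adjusted p = 8.24e-05), ANXA4 fell by 0.36 (adjusted p = 0.0295) and the water channel AQP1 had a log2 fold change of 0.01 (adjusted p = 0.968; 1 risen and 1 fallen when adjusted over the list alone). Of 4 named hepatocyte markers, APOB rose by 1.27, the iron carrier TF, of Table S3, fell by 1.08 (adjusted p = 0.006), ALB had 0.04 (adjusted p = 0.861), and APOA1 was below background at day 0 and did not pass the test (1 risen and 1 fallen when adjusted over the list alone). ACTA2, the single named mesenchymal gene, fell by 0.47 (adjusted p = 0.00727), and the reference gene ACTB rose by 0.38 (adjusted p = 0.0233), with 1 fallen and 1 risen over their lists alone. Among the genes from the start of the alphabet as a whole, 1113 probes were tested, of which 123 rose and 147 fell at day 10, and 10 rose and 13 fell at day 5; 1101 of them are outside Table S3.

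The adjusted p-values of Table S3 lie far below those of limma on the same probes. The paper's median is 3.18e-13. A limma fit of the second deposited table without a detection filter gave a median of 4.14e-06. This fit is not the one behind the limma p-values printed elsewhere here, most of which are larger for these probes. The pooled-error test, whose variance factor was settled beside Table S3, gave a median of 6.04e-15. Its rank correlation with Table S3 across the probes of that table was 0.924. That of the unfiltered limma fit was 0.567. The methods' t-test gave a rank correlation of 0.171 and a median of 0.292. Table S3 lists 83 of its 248 adjusted p-values as 0.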
